# Comparative transcriptome analysis of latex from rubber tree clone CATAS8-79 and PR107 reveals new cues for the regulation of latex regeneration and duration of latex flow

**DOI:** 10.1186/s12870-015-0488-3

**Published:** 2015-04-18

**Authors:** Jinquan Chao, Yueyi Chen, Shaohua Wu, Wei-Min Tian

**Keywords:** *Hevea brasiliensis* Muell. Arg, RNA-Seq, Transcriptome, Latex regeneration, Duration of latex flow

## Abstract

**Background:**

Rubber tree (*Hevea brasiliensis* Muell. Arg.) is the primarily commercial source of natural rubber in the world. Latex regeneration and duration of latex flow after tapping are the two factors that determine rubber yield of rubber tree, and exhibit a huge variation between rubber tree clones CATAS8-79 and PR107.

**Results:**

To dissect the molecular mechanism for the regulation of latex regeneration and duration of latex flow, we sequenced and comparatively analyzed latex of rubber tree clone CATAS8-79 and PR107 at transriptome level. More than 26 million clean reads were generated in each pool and 51,829 all-unigenes were totally assembled. A total of 6,726 unigenes with differential expression patterns were detected between CATAS8-79 and PR107. Functional analysis showed that genes related to mass of categories were differentially enriched between the two clones. Expression pattern of genes which were involved in latex regeneration and duration of latex flow upon successive tapping was analyzed by quantitative PCR. Several genes related to rubber biosynthesis, cellulose and lignin biosynthesis and rubber particle aggregation were differentially expressed between CATAS8-79 and PR107.

**Conclusions:**

This is the first report about probing latex regeneration and duration of latex flow by comparative transcriptome analysis. Among all the suggested factors, it is more important that the level of endogenous jasmonates, carbohydrate metabolism, hydroxymethylglutaryl-CoA reductase (HMGR) and *Hevea* rubber transferase (HRT) in mevalonate (MVA) parthway for latex regeneration while the level of endogenous ethylene (ETH), lignin content of laticifer cell wall, antioxidants and glucanases for the duration of latex flow. These data will provide new cues for understanding the molecular mechanism for the regulation of latex regeneration and duration of latex flow in rubber tree.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0488-3) contains supplementary material, which is available to authorized users.

## Background

Rubber tree (*Hevea brasiliensis* Muell. Arg.) is the main source of natural rubber [1-4]. The natural rubber is synthesized and stored in laticifer, a specific tissue densely located in the secondary phloem of trunk [5]. By successive tapping, white or yellowish milky latex is expelled and collected. The latex is the cytoplasm of laticifer cells and used to refine natural rubber. It contains numerous rubber particles and lutoids as well as general eukaryotic organelles [6].

Latex regeneration and duration of latex flow after tapping are important factors that determine rubber yield of rubber tree. Sucrose, water and nitrogen sources supplying from the surrounding parenchyma cells act as raw materials for latex regeneration between two tappings [7,8]. Isopentenyl pyrophosphate (IPP) is the direct precursor for rubber biosynthesis and mainly derived from the MVA pathway although 2-C-methyl-D-erythritol 4-phosphate (MEP) pathway is suggested to be an alternative source [6]. Catalyzing by enzymes as prenyltransferase, the rubber transferase, IPP initiates the subsequent extensive prenyl chain elongation process for the formation of rubber macromolecules. It is well known that tapping can promote latex regeneration and there is obvious difference in the rubber content of latex among varieties upon ethrel stimulation [7]. The duration of latex flow is influenced by various factors, such as laticifer turgor, plug formation at the end of severed laticifer, and ethrel application. Plugging of severed laticifer end leads to the termination of latex flow from the wounded site of rubber trees and has been a key limiting factor for the yield of *Hevea* [9,10]. It is widely believed that the severed laticifers are plugged by rubber coagulum as a result of rubber particle aggregation (RPA) caused by the bursting of lutoids [11,12]. Inclusions and debris of lutoids from the burst lutoids are effective in rubber particle aggregation [13,14].

With the sequence technology development, digital gene expression tag profiling recently displays huge potential for exploring biological process [15-22]. By using next-generation massively parallel sequencing technologies, Triwitayakorn *et al*. sequenced 2,311,497 reads from rubber tree vegetative shoot apex transcriptome, generating 23 linkage groups covering 842.9 cM with a mean interval of 11.9 cM per linkage group [23]. Xia *et al. de novo* assembled 48,768 unigenes from transcriptome data of leave and latex of rubber tree in an effort to facilitate biological, biochemical and molecular researches on rubber biosynthesis [24]. Li *et al*. generated 22,756 unigenes from rubber tree bark transcritome and obtained 39,257 simple sequence repeats (SSRs) markers which may be benefit for marker-assisted selection in the cross breeding program of rubber tree [25]. Mantello *et al*. assembled 50,384 contigs with an average length of 400 bp from *H. brasiliensis* bark transcritome, and detected 17,927 SSRs and 404,114 single nucleotide polymorphisms (SNPs) [26]. In the present study, a comparative analysis of latex transcriptome between rubber tree clone PR107 and CATAS8-79 was performed to uncover the molecular mechanism for the regulation of latex regeneration and duration of latex flow.

## Results

### Difference in latex regeneration and duration of latex flow between rubber tree clone PR107 and CATAS8-79

Rubber tree clone CATAS8-79 and PR107 exhibited a huge difference in duration of latex flow (Figure 1A) and latex regeneration (Figure 1B) at each tapping. A total of about 260 ml of latex was gained from CATAS8-79 while only about 95 ml of latex from PR107 by four tappings (Figure 1B). The rubber content of latex, however, showed no difference between two clones at each tapping (Figure 1C). Consequently, rubber yield of CATAS8-79 was significantly higher than that of PR107 (Figure 1D), suggesting latex regeneration in CATAS8-79 was more effective than that in PR107 during the interval of successive tappings.

**Figure 1:**
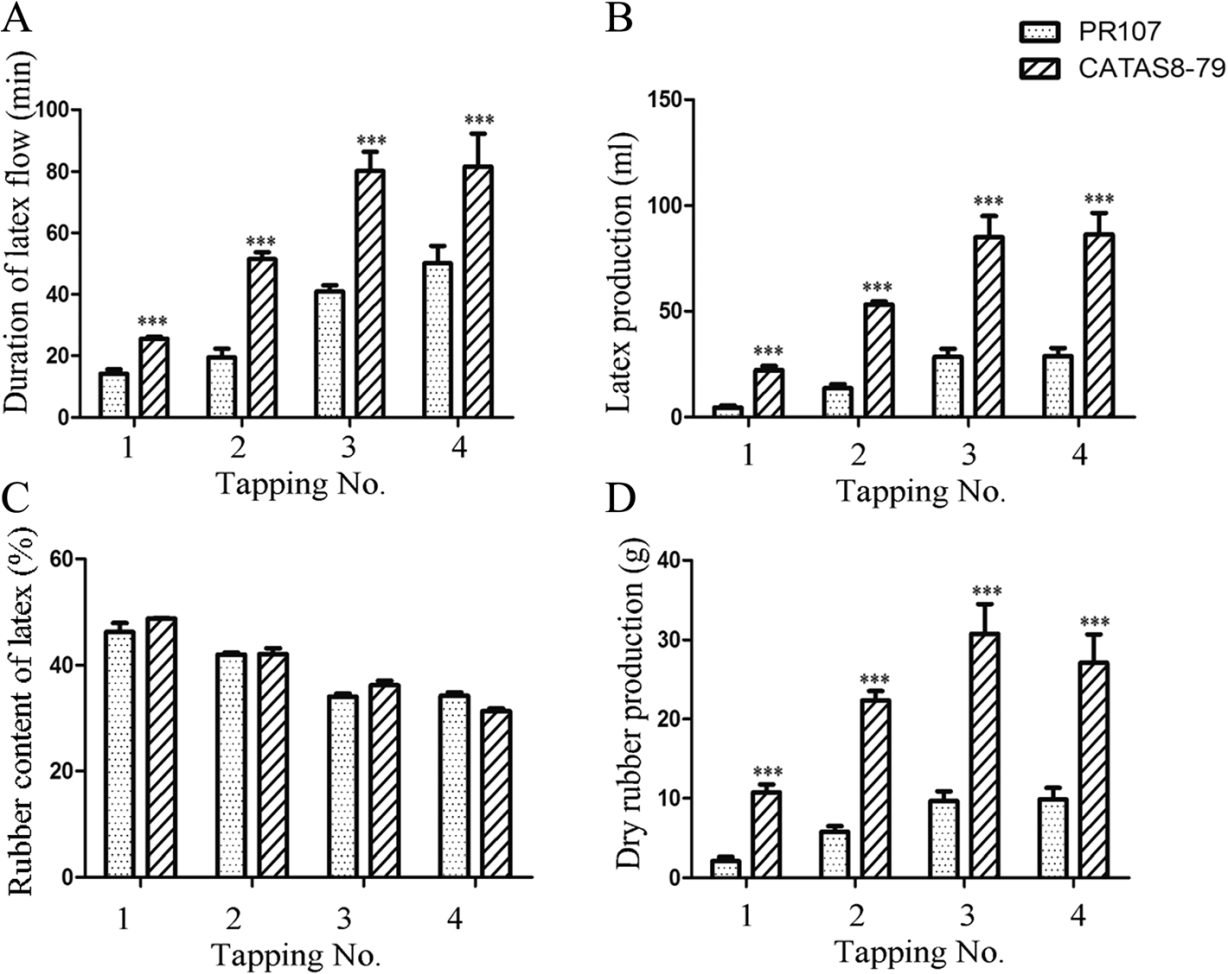
The difference in duration of latex flow **(A)**, latex regeneration **(B)**, rubber content of latex **(C)** and dry rubber production **(D)** between CATAS8-79 and PR107 upon successive tappings. Significant difference was indicated by the asterisks above the bars (***p < 0.01). Tapping No. represented Tapping Number.

### Assembling, annotation of latex transcriptome

RNA were extracted from CATAS8-79 and PR107 at first tapping and sequenced with Illumina paired-end sequencing technology individually. 

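Latex RNA was sequenced as 1 library per clone, and each library was made from the pooled latex of 5 trees at tapping 1. The paper gives the age of the trees as 7 years and the sample labels give 3 years. For each unigene, the authors deposited the number of reads counted in each library, the RPKM (reads per kilobase of unigene, scaled to 1000000 reads), and their own log2 ratio, p-value and FDR. In units of 1000000 reads, 6.92 were counted on unigenes in CATAS8-79 and 6.87 in PR107, while the paper's number of clean reads is 26 in each pool in the same unit. All values given here use the counted reads. The median unigene had 38 reads in CATAS8-79 and 40 reads in PR107. From these reads, each unigene was compared between the 2 libraries by a two-sided Fisher's exact test against the library totals. The p-values were adjusted by the Benjamini-Hochberg method over 51192 unigenes. A unigene was called differentially expressed at FDR ≤ 0.001 and |log2 Ratio| ≥ 1, the thresholds of the paper, with the ratio of RPM (reads scaled to a library of 1000000 reads) taken as PR107 over CATAS8-79. As there is 1 library per clone, no difference has a replicate check, and the test compares these libraries, not the clones. Intervals given with a log2 ratio are 95% Clopper-Pearson intervals and cover counting error only. Where one clone had 3 or fewer reads, the difference is given as a lower bound against a floor of 3 reads, which is an RPM of 0.434 in CATAS8-79 and 0.437 in PR107. No genome was used by the authors, so unigenes have no chromosome position.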

After excluding low-quality reads such as empty adapters, 26 million clean reads were generated in each pool. Using SOAPdenove software, 296,736 and 308,262 contigs ranging from 100 bp to more than 3,000 bp were respectively assembled from CATAS8-79 and PR107 (NCBI accession numbers: GSE59981). By paired-end and gap-filling, contigs were further extended and finally assembled as a long sequence named “unigenes”. In this way, 53,571 and 57,806 unigenes were generated from CATAS8-79 and PR107 individually. The unigenes were further integrated into 51,829 all-unigenes with an average length of 640 bp and a N50 of 526 bp by paired-end joining (Table 1, Additional file 1: Table S1). 

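The deposited table lists 51192 unigenes with a length. Their mean length was 528 bp, their N50 was 644 bp and their median was 364 bp. Lengths ran from 200 bp to 8822 bp and summed to 27048182 bp. A total of 34610 unigenes (67.6%) were shorter than 500 bp. The highest unigene number was 51829, and 637 numbers were not listed, all of them 29887 or higher.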

The analyses following were carried out with all-unigenes (reffered to unigenes).

**Table 1:** ***de novo*** **assembly of** ***H. brasiliensis*** **transcriptome**

**Sample**	**Number**	**N50 (bp)**	**Mean (bp)**
CATAS8-79 unigene	53571	509	421
PR107 unigene	57806	427	375
All unigene	51829	640	526

All the integrated unigenes were used to match against both the NCBI Non-redundant (Nr) and Swissprot protein databases using BLASTx program with an E-value threshold of 1E-5. Of which, 40,373 (77.9%) and 23,387 (45.12%) unigenes were positively matched with Nr protein database and Swissprot protein database, respectively (Additional file 2: Figure S1). Clusters of Orthologous Group (COG) analysis showed that 16,242 unigenes could be divided into 25 categories (Figure 2A). Of which, “General function predicted only” represented the largest group (2,647), followed by “Transcription” (1,431), and “Posttranslational modification, protein turnover, chaperones” (1,427). Categories of “Extracellular structures” and “Nuclear structure” only included 4 and 8 unigenes whereas 926 unigenes were classified into the category of “Carbohydrate transport and metabolism”.

**Figure 2:**
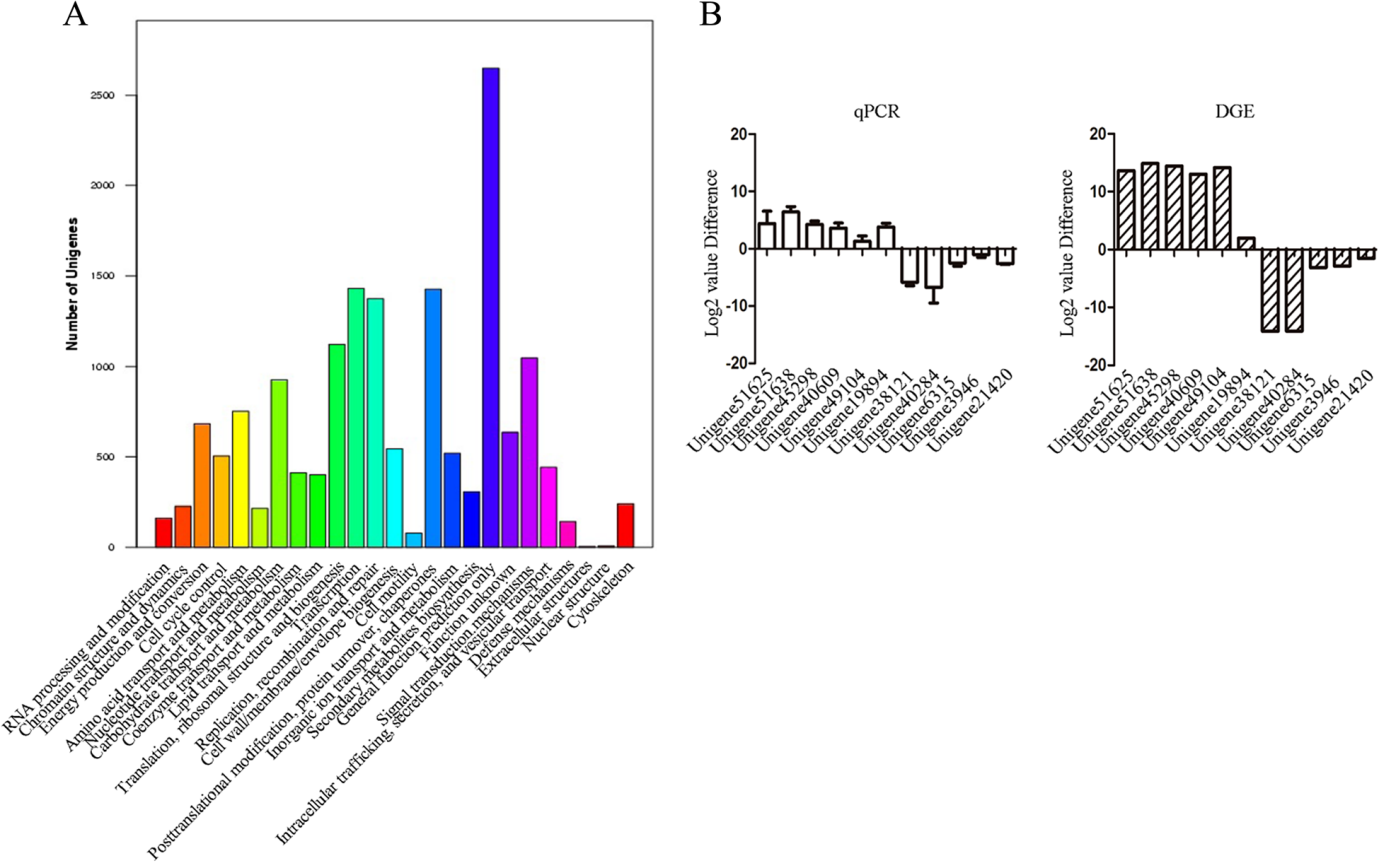
Classification and detection of differentially expressed unigenes. **(A)** Histogram of clusters of COG classifications of *H. brasiliensis* unigenes. Numbers on the Y-axis represent the uingenes numbers. **(B)** Validation of DGE by qRT-PCR. The left showed qRT-PCR and the right showed DGE data. Error bars for qRT-PCR show the standard deviation of three replicates. Unigene51625, BRASSINOSTEROID INSENSITIVE 1; Unigene51638, Cellulose synthase; Unigene45298, 4-coumarate-coa ligase; Unigene40609, aux/IAA protein; Unigene49104, beta-1,3-glucanase; Unigene19894, glutamine synthetase; Unigene38121, hydroxymethylglutaryl-CoA reductase; Unigene40284, Jasmonate O-methyltransferase; Unigene6315, 1-deoxy-D-xylulose 5-phosphate reductoisomerase; Unigene3946, 1-deoxy-D-xylulose 5-phosphate synthase; Unigene21420, Beta-amylase 2.

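Of the 51192 unigenes tested, 6577 (12.8%) passed both thresholds when PR107 was compared with CATAS8-79. All 6577 are among the unigenes called in the authors' deposited table, which holds 149 more. Without the fold threshold, 11798 unigenes had an FDR of 0.001 or less. The called unigenes with more than 3 reads in each clone had a median absolute log2 ratio of 1.55. Another 1247 called unigenes had 3 or fewer reads in one clone. When the exact test of edgeR was given an assumed biological coefficient of variation of 0.4 in place of Fisher's exact test, 190 unigenes passed.

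**Figure D1:**
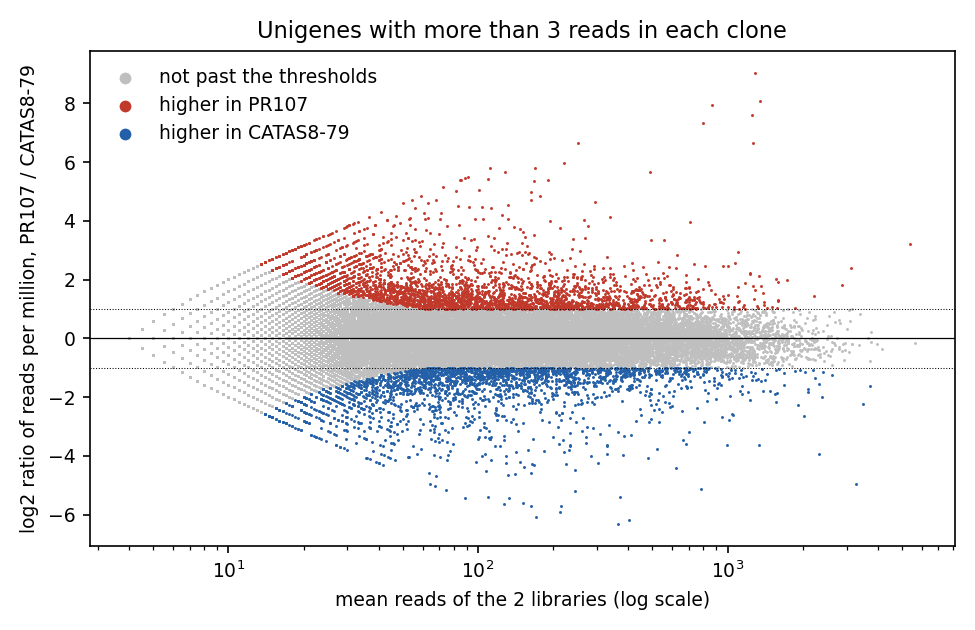
Log2 ratio of RPM (PR107 over CATAS8-79) against the mean reads of the 2 libraries, on a log scale, for unigenes with more than 3 reads in each clone. Each point is a unigene, red points are called higher in PR107, blue points are called higher in CATAS8-79, and the dotted lines mark log2 ratios of 1 and -1.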

By comparative analysis of transcriptome data of CATAS8-79 versus PR107 under condition of FDR ≤ 0.001 and |log2 Ratio| ≥ 1, there were 6,726 unigenes with differential expression. 

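Among the called unigenes, 3657 (55.6%) had a higher RPM in PR107 and 2920 had a higher RPM in CATAS8-79. No reads were counted in CATAS8-79 for 333 of them and no reads in PR107 for 307. With the TMM factors of edgeR in place of library totals, 3298 were higher in PR107 and 3260 in CATAS8-79.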

Of which, 3,018 were up-regulated while 3,708 were down-regulated. “Up-regulated” means the level of gene transcripts was higher in PR107 whereas “down-regulated” means the level of gene transcripts was higher in CATAS8-79. To validate the digital gene expression (DGE), 11 unigenes were selected to amplify by qRT-PCR in the latex samples from CATAS8-79 and PR107. These unigenes were different in abundance and expression pattern on the basis of DGE data. 

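In the sequencing data, all 11 unigenes passed both thresholds, 6 of them higher in PR107 and 5 higher in CATAS8-79. For 7 of the 11, one clone had 3 or fewer reads. Unigene51625 had 0 reads in CATAS8-79 and 55 in PR107, at least 18.5-fold higher in PR107 (adjusted p = 4.5e-16, Fisher's exact test). Unigene40609 had 0 and 24 reads, at least 8.06-fold higher in PR107. Unigene6315 had 353 reads in CATAS8-79 and 136 in PR107, a log2 ratio of -1.37 (interval -1.66 to -1.08). The qRT-PCR of Figure 2B used another batch of trees and was not analysed here.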

The expression pattern of most of them by qRT-PCR was similar to the corresponding DGE data (Figure 2B).

### Functional analysis of the enriched categories in CATAS8-79 and PR107

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of all the differently expressed unigenes showed that mass of categories was differentially enriched between CATAS8-79 and PR107. Some of these differences may be related to the difference in latex regeneration and duration of latex flow between the two clones. The others may associate with the general difference in genetic background, considering that CATAS8-79 only contained one fourth descent of PR107.

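The unigenes that Figures 4A and 8 show for glucanase and chitinase, for glutamine metabolism, and for cellulose and lignin were set beside the calls between the 2 libraries. In the cellulose and lignin list, 9 of 10 unigenes were higher in PR107, and 8 under TMM. The glutamine metabolism list also had 9 of 10 higher in PR107, and 7 under TMM. In the glucanase and chitinase list, 6 of 9 were higher in PR107, and 5 under TMM. Each list was set beside 10000 random lists of called unigenes matched on mean expression. Of the random lists, 2.02% had as few unigenes higher in CATAS8-79 as the cellulose and lignin list, and 3.54% as few as the glutamine metabolism list. For the glucanase and chitinase list the share was 39.9%. Of the called unigenes numbered 40430 or higher, 90% were higher in PR107, and 6 of the cellulose and lignin list and 4 of the glutamine metabolism list lie there. With random lists also matched on the range of unigene numbers, a setting chosen after seeing the data, the shares were 12.7%, 14.4% and 52.1% for the 3 lists in the same order. The lists were picked by the paper from these libraries, so these percentiles describe the lists and are not independent evidence. The random lists draw each unigene on its own. Listed unigenes that share a best hit may be pieces of one gene, so the percentiles can overstate how unusual a list is.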

Most of unigenes related to categories of stress-related proteins, cell wall biosynthesis and nitrogen requirement were significant up-regulated in PR107 (Figure 3). One unigene encoding for chitinase, eight unigenes for glucanase were detected in DGE data (Figure 4A), and unigene 49104 encoding beta-1,3-glucanase was analyzed by qRT-PCR (Figure 4B). 

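Unigene12141, annotated as chitinase, had 100 reads in CATAS8-79 and 1010 in PR107, a log2 ratio of 3.35 (interval 3.05 to 3.66, adjusted p = 1.5e-188, Fisher's exact test). Unigene49104 was read 0 times in CATAS8-79 and 31 times in PR107, at least 10.4-fold higher in PR107 (adjusted p = 4.4e-09, Fisher's exact test). Of the other glucanase unigenes, Unigene42765 and Unigene49389 had 1 read each in CATAS8-79 and 29 and 18 reads in PR107. Unigene12058 had a log2 ratio of 1.22 and Unigene12636 one of 1.01, which is 0.96 under TMM and then below the threshold. The remaining 3, Unigene40270, Unigene23801 and Unigene36683, were higher in CATAS8-79. Unigene23801 had the most reads of the glucanase unigenes in the list, 369 in CATAS8-79 and 139 in PR107.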

Glutamate synthase (GS) plays a key role in integrating NH_4_ into amino acid, which is crucial for nitrogen requirement [27]. Recently, there is evidence that GS can directly regulate lignin biosynthesis and deposition in rice seeding [28]. Nine unigenes encoding for enzymes involving in glutamine metabolism were up-regulated in PR107 (Figure 4A), and one of them, unigene19894, was analyzed by qRT-PCR (Figure 4B). 

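Unigene19894, annotated as glutamine synthetase, had 10 reads in CATAS8-79 and 39 in PR107, a log2 ratio of 1.97 (interval 0.95 to 3.14, adjusted p = 1.2e-04, Fisher's exact test). Unigene23571, also a glutamine synthetase, had far more reads, 179 and 383, and a log2 ratio of 1.11. The glutamate receptor unigenes Unigene4901, Unigene43851, Unigene45913 and Unigene50862 had log2 ratios of 2.17, 2.58, 2.35 and 1.94. Unigene4855, a glutamate decarboxylase, was the exception, with 57 reads in CATAS8-79 and 10 in PR107. Under TMM, Unigene40893 and Unigene4527 did not pass the thresholds.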

Several unigenes involving cellulose and lignin metabolism were widely activated in rubber clone PR107. 

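Unigene43398, Unigene51638 and Unigene51693 are annotated as cellulose synthase-like protein CslE. They had 0 reads in CATAS8-79 and 210, 134 and 104 reads in PR107, at least 70.5-fold, 45-fold and 34.9-fold higher in PR107. Unigene41339 had 1 read in CATAS8-79 and 67 in PR107. Unigene6693 was read in both clones and had a log2 ratio of 1.06 (interval 0.67 to 1.46). Unigene27982, annotated as cellulose synthase 3B like Unigene41339, had 100 reads in CATAS8-79 and 42 in PR107. Of the 10 cellulose and lignin unigenes, 6 had 3 or fewer reads in one clone.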

Lignin is a component of cell wall and synthesized through shikimate pathway [29]. 

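Unigene45298, annotated as 4-coumarate-coa ligase, had 0 reads in CATAS8-79 and 101 in PR107, at least 33.9-fold higher in PR107 (adjusted p = 1.2e-29, Fisher's exact test). Its best Swissprot hit is a 4-coumarate-CoA ligase-like protein. Unigene13187, the cinnamoyl-CoA reductase of Figure 4B, had 27 and 222 reads, a log2 ratio of 3.05 (interval 2.47 to 3.68). Unigene37778 has the same annotation and had 21 and 178 reads. Unigene13817 had 84 reads in CATAS8-79 and 173 in PR107 and has no best hit in the authors' deposited table.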

Unigenes encoding 4-coumarate-coa ligase (unigene45298, 4CL), cinnamoyl-CoA reductase (unigene13817, CCR), the key enzymes in shikimate pathway were analyzed by qRT-PCR (Figure 4B).

**Figure 3:**
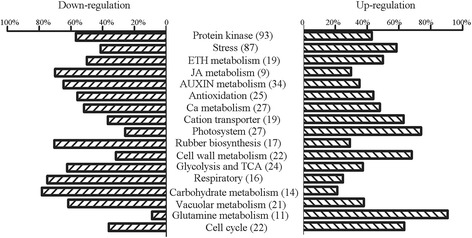
Histogram of metabolism categories enrichment in up-/down-regulation parts. Number in brackets showed corresponding unigenes detected in transcriptome.

**Figure 4:**
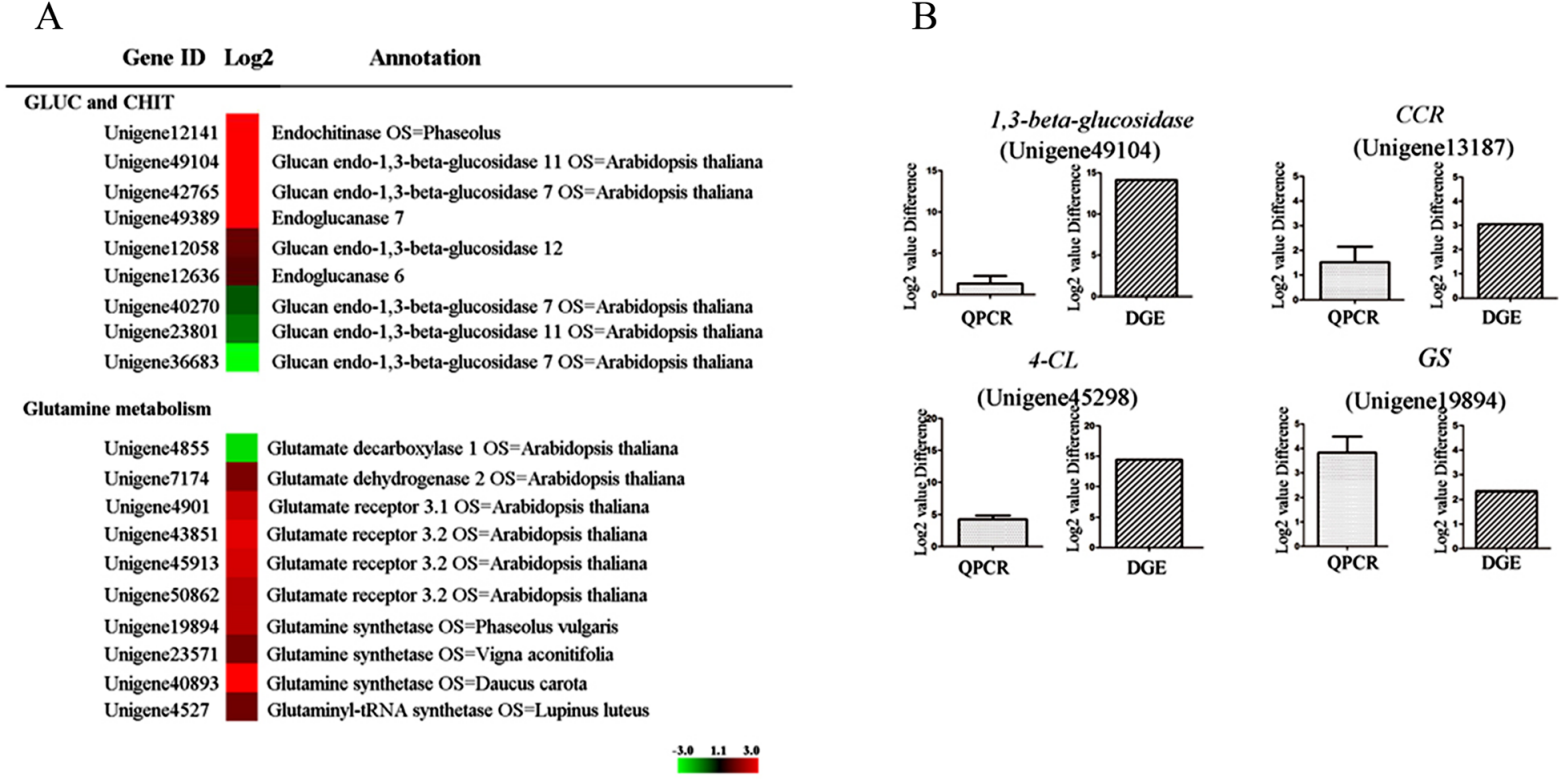
Differential expressed unigenes involving in cell wall biosynthesis, nitrogen metabolism and stress-related proteins. The left showed qRT-PCR **(A)** and the right showed heat map **(B)**. Error bars for qRT-PCR showed the standard deviation of three replicates. DGE values displayed as heat map. Colours bar represented expression levels of each gene which were either up-regulated (red) or down-regulated (blue).

By contrast, most of unigenes related to categories of carbohydrate metabolism, rubber biosynthesis, hormone, and antioxidation were up-regulated in CATAS8-79 (Figure 3). 

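Of the unigenes shown for these categories in Figures 5 and 6, the carbohydrate metabolism list had 11 of 14 higher in CATAS8-79. Of matched random lists, 98.7% had fewer. The rubber biosynthesis list had 12 of 18 higher in CATAS8-79, and 97.1% of random lists had fewer. For JA metabolism it was 6 of 10, with 86.6% of random lists below it, and 7 of those 10 unigenes had 3 or fewer reads in one clone. The ETH metabolism list had 7 called unigenes higher in CATAS8-79 and 9 higher in PR107. Both antioxidant unigenes were higher in CATAS8-79. With random lists also matched on the range of unigene numbers, a setting chosen after seeing the data, 99.6%, 90.2% and 73.9% had fewer than the carbohydrate, rubber and JA lists. Of the 12 rubber biosynthesis unigenes higher in CATAS8-79, 6 are HDR unigenes, and the paper matches 4 of these to a single HbHDR. The random lists draw each unigene on its own, so these percentiles can overstate how unusual the lists are.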

Carbohydrate metabolism could provide carbon skeleton for the formation of various organic compounds [30,31]. DGE analysis showed that plenty of unigenes associating with carbohydrate metabolism were up-regulated, and the expression pattern of several unigenes mediating sucrose transportation (unigene39426 encoding sucrose transporter, SUT), starch degradation (unigene21420 encoding beta-amylase, BAM) and glycolysis (Unigene8547 encoding pyruvate kinase, PK) were analyzed by qRT-PCR (Figure 5). Both MVA and MEP pathways provide IPP, a precursor for the formation of final rubber molecule [6]. 

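Unigene39426 had 15 reads in CATAS8-79 and 0 in PR107, at least 4.96-fold higher in CATAS8-79 (adjusted p = 3.0e-04, Fisher's exact test), and its best Nr hit is a sugar transporter ERD6-like protein. Unigene13981, whose best hit is sucrose transporter 3 of H. brasiliensis, had 81 and 30 reads. Unigene21420 had 164 reads in CATAS8-79 and 57 in PR107, a log2 ratio of -1.51 (interval -1.97 to -1.07). For Unigene8547, the 30 reads in CATAS8-79 and 6 in PR107 gave a log2 ratio of -2.31 with a wide interval, -3.87 to -1.02. The sucrose synthase unigenes had many more reads, and Unigene12965 had 1711 in CATAS8-79 and 774 in PR107.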

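Unigene25794, annotated as 4-hydroxy-3-methylbut-2-enyl diphosphate reductase, had 182 reads in CATAS8-79 and 21 in PR107, with an interval of its log2 ratio from -3.83 to -2.45. Unigene3946, annotated as 1-deoxy-D-xylulose 5-phosphate synthase, had 65 and 9 reads, a log2 ratio of -2.84 (interval -4.03 to -1.83). Unigene38121, annotated as hydroxymethylglutaryl-CoA reductase, had 34 reads in CATAS8-79 and 0 in PR107, at least 11.2-fold higher in CATAS8-79 (adjusted p = 1.3e-09, Fisher's exact test). It is 270 bp long. Unigene14484, annotated as acetyl Co-A acetyltransferase, had 257 and 112 reads, a log2 ratio of -1.19 (interval -1.52 to -0.86).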

In the present study, unigenes encoding 4-hydroxy-3-methylbut-2-enyl diphosphate reductase (HDR, unigene25794), 1-deoxy-D-xylulose 5-phosphate synthase (DXR, unigene3946) that is components of MEP pathway, and encoding hydroxymethylglutaryl-CoA reductase (HMGR, unigene38121) and acetyl coenzyme A acetyltransferase (AACT, unigene14484) that is the key enzymes of MVA pathway were notably up-regulated in CATAS8-79 (Figure 6). Of which, unigene38121 for HMGR, unigene3946 for DXR, unigene25794 for HDR were analyzed by qRT-PCR (Figure 5). Additionally, unigenes encoding farnesyl diphosphate synthase (FDPS, unigene33714), geranyl-diphosphate synthase (GPPS, unigene21852 and unigene4306), *Hevea* rubber transferase 2 (HRT2, Unigene37088) which directly participated in the formation of the final high-molecular weight rubber molecule were also differentially expressed (Figure 6). FDPS and HRT2-related unigenes were up-regulated in CATAS8-79 whereas GPPS-related unigene was up-regulated in PR107, respectively (Figure 6). 

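Unigene33714, annotated as farnesyl diphosphate synthase, had 36 reads in CATAS8-79 and 9 in PR107, a log2 ratio of -1.99 (interval -3.23 to -0.91, adjusted p = 3.2e-04, Fisher's exact test). Unigene37088 (HRT2) had 24 and 6 reads. Its log2 ratio was also -1.99, but with fewer reads the interval was -3.57 to -0.66 and the adjusted p of 5.1e-03 did not pass the FDR threshold. Unigene21852 had 154 reads in CATAS8-79 and 401 in PR107, a log2 ratio of 1.39 (interval 1.12 to 1.67). Unigene4306 had 259 and 515 reads and a log2 ratio of 1.00, which was 0.96 and below the threshold under TMM.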

Jasmonates were pivotal to the secondary laticifer differentiation while ethylene was most effective in prolonging the duration of latex flow upon tapping in rubber tree [32,33]. 

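For lipoxygenase, Unigene34101 had 16 reads in CATAS8-79 and 0 in PR107, and Unigene24544 had 135 and 52, a log2 ratio of -1.37 (interval -1.86 to -0.89). Unigene38638 had 13 and 0 reads, and its adjusted p of 1.1e-03 from Fisher's exact test lay just above the FDR threshold, while it passed under TMM. A further lipoxygenase, Unigene46229, had 2 reads in CATAS8-79 and 41 in PR107. Unigene15932 had 194 and 92 reads, a log2 ratio of -1.07. Unigene40284 and Unigene39621 had 79 and 32 reads in CATAS8-79 and 0 in PR107, at least 26.1-fold and 10.6-fold higher in CATAS8-79. Unigene38882 had 33 and 3 reads. In the same pathway, Unigene45784 (AOS) had 17 reads in CATAS8-79 and 119 in PR107, and Unigene46018 (AOC) had 0 and 16.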

In the present study, the up-regulated unigenes in JA signaling pathway in CATAS8-79 included unigene 34101 (*lipoxygenaseA, LOX*), 38638 (*lipoxygenaseA, LOX*), 24544 (*lipoxygenaseA, LOX*), 15932 (12-oxophytodienoate reductase3*, OPDR*), 40284 and 39621 (*jasmonate O-methyltransferase, JMT*), and 38882 (*Jasmonate ZIM-domain, JAZ8*). And the up-regulated unigenes in ethylene signaling pathway were unigene 23152 (*1-aminocyclopropane-1-carboxylate oxidase homolog 1, ACO*), 40400 (*1-aminocyclopropane-1-carboxylate oxidase, ACO*), 20082 and 17548 (*ethylene-overproduction protein 1*), 24000 and 20993 (*ethylene-insensitive protein 2*), 6206 and 17574 (*EIN3-binding F-box protein 1*) (Figure 6). 

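Unigene23152 had 32 reads in CATAS8-79 and 7 in PR107, a log2 ratio of -2.18 (interval -3.61 to -0.98, adjusted p = 3.4e-04, Fisher's exact test). Unigene40400 had 235 and 101 reads, and Unigene17548 had 459 and 205. Unigene20082 had 71 and 33 reads and an adjusted p of 1.1e-03 from Fisher's exact test, just above the FDR threshold, and passed under TMM. Unigene24000 and Unigene20993 had log2 ratios of -1.02 and -1.11. Unigene6206 had a log2 ratio of -1.01. Unigene17574 had 846 reads in CATAS8-79 and 1004 in PR107, a log2 ratio of 0.26, and was not called. Unigene16574, labelled EBF in Figure 6, had 134 and 53 reads. Unigenes of these families were also higher in PR107, among them Unigene3225 (17 and 51 reads), Unigene25812 (9 and 43) and Unigene46844 (5 and 28).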

Of which, unigene 38638 for LOX and unigene 23152 for ACO were analyzed by qRT-PCR (Figure 5). Whereas five of six unigenes (22954, 1657, 34623, 51430, 34785) encoding ethylene response factors were up-regulated in PR107. In addition, antioxidants antagonized reactive oxygen species -caused membrane lipid peroxidation and had a role in keeping the integrity of lutoid [16,17]. 

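Unigene22954 had 218 reads in CATAS8-79 and 495 in PR107, a log2 ratio of 1.19 (interval 0.96 to 1.43). Unigene1657, Unigene34623 and Unigene34785 had log2 ratios of 1.73, 1.21 and 1.36. Unigene51430 had 0 reads in CATAS8-79, so only a bound of at least 8.06-fold higher in PR107 can be given. The sixth unigene, Unigene39286, had 13 reads in CATAS8-79 and 0 in PR107 and did not pass the FDR threshold (adjusted p = 1.1e-03, Fisher's exact test), while it passed under TMM.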

The unigene 18915 and 15723 encoding L-ascorbate peroxidase (APX) and superoxide dismutase (SOD) were up-regulated in CATAS8-79, respectively (Figure 5).

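Unigene18915 had 123 reads in CATAS8-79 and 28 in PR107, a log2 ratio of -2.12 (interval -2.77 to -1.52, adjusted p = 3.8e-14, Fisher's exact test). Unigene15723 had 170 and 78 reads, a log2 ratio of -1.11 (interval -1.52 to -0.72, adjusted p = 5.0e-08, Fisher's exact test). The best Nr hit of Unigene15723 is a copper chaperone of Cu/Zn-superoxide dismutase.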

**Figure 5:**
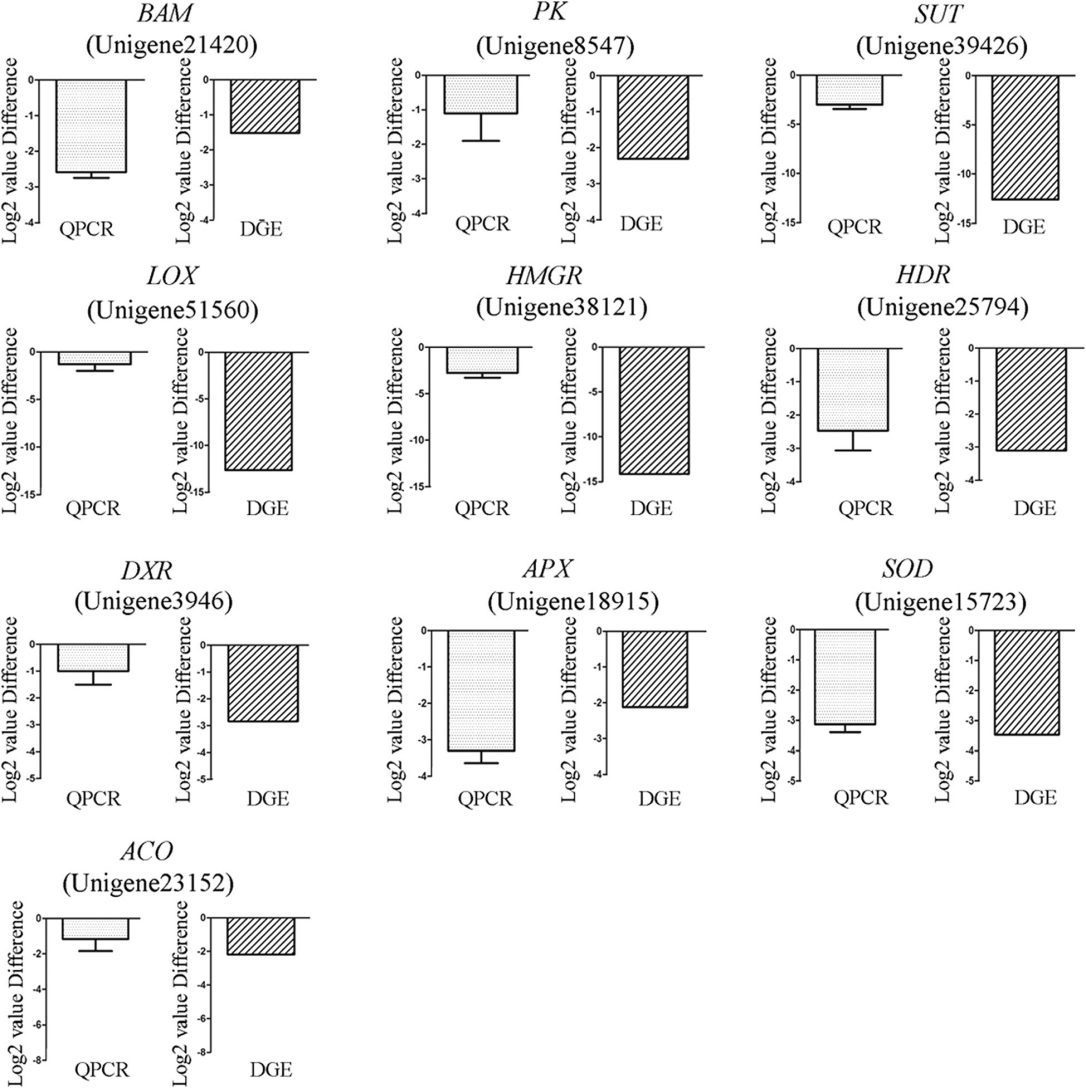
Differentially expressed unigenes involving hormone, carbohydrate and rubber biosynthesis processes. The left showed qRT-PCR and the right showed DGE data in each schematic. Error bars for qRT-PCR showed the standard deviation of three replicates.

**Figure 6:**
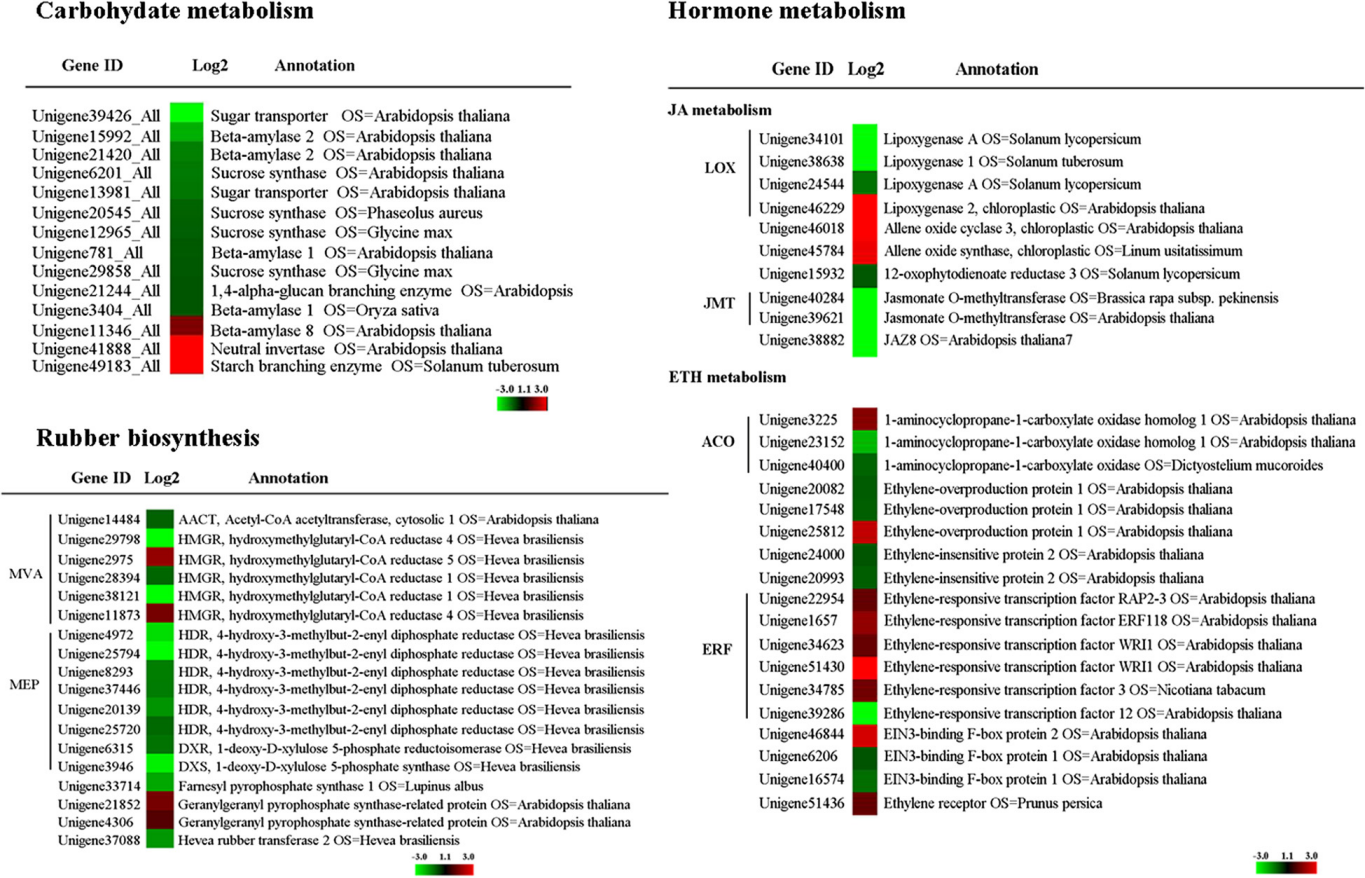
Heat map of genes involve in carbohydrate metabolism, rubber biosynthesis and hormone metabolism. DGE values displayed as heat map. Colours bar represented expression levels of each gene which were either up-regulated (red) or down-regulated (blue).

### Expression pattern of unigenes related to latex regeneration and duration of latex flow upon successive tapping

Eleven unigenes with differential expression between the two clones have been demonstrated to participate in latex regeneration or duration of latex flow. For this purpose, their expression patterns upon successive tapping were analyzed by qRT-PCR (Figure 7). Six of the eleven unigenes exhibited a big difference in their expression patterns between CATAS8-79 and PR107. Of which, unigene 49104 (*beta-1,3-glucanase, HbGluc*), 51638 (*cellulose synthase, HbCS*) and 45298 (*4-coumarate-CoA ligase, Hb4CL*) were up-regulated and kept significant high level in PR107 while similar expression pattern of unigene 23152 (*HbACO*), 38121 (*HbHMGR1*) and 37088 (*HbHRT2*) occurred in CATAS8-79 (Figure 7). The expression pattern of the other five unigenes was similar between the two clones (Figure 7).

**Figure 7:**
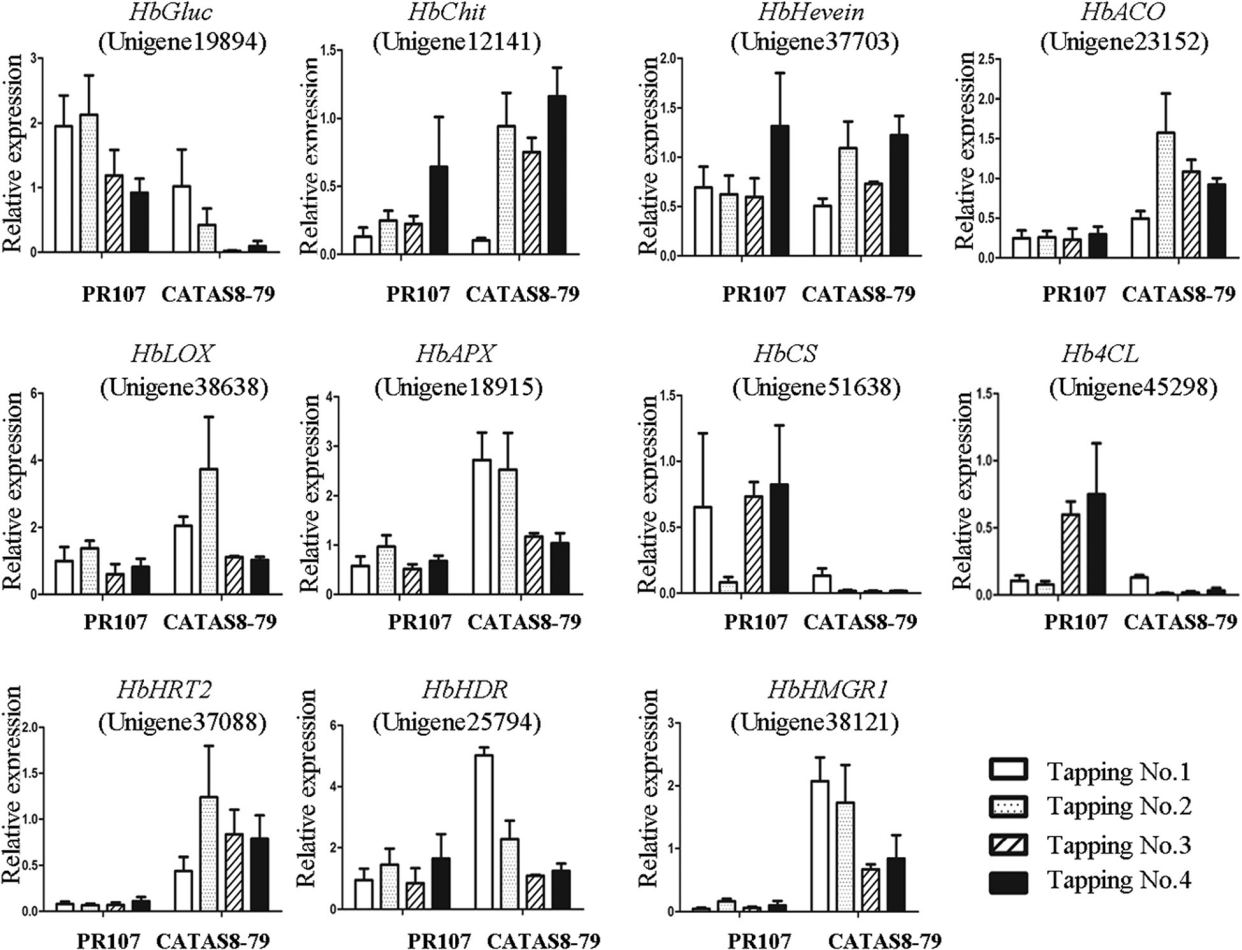
qRT-PCR analysis of the expression pattern of latex regeneration and expelling related genes upon successive tappings. Error bars for qRT-PCR showed the standard deviation of three replicates.

## Discussion

The rubber tree clone PR107 is an original clone selected from Wickham germplasm in 1920s. The rubber tree clone CATAS8-79 was selected from hybrid offspring of CATAS88-13 and CATAS217. The CATAS88-13 is the product of RRIM600 and PilB84 cross while the CATAS217 is selected from the cross of RRIM513 and PR107. The RRIM600 are selected from the cross of Tjir1 and PB86 while RRIM513 is the hybrid offspring of PilB16 and PilA44. As there is a significant difference in duration of latex flow and latex regeneration between CATAS8-79 and PR107, analysis of the transcriptome dataset of PR107 against that of CATAS8-79 will be prospect to dissect key genes mediating the process. Some of the differentially expressed unigenes should be related to the difference in latex regeneration and duration of latex flow although the others may associate with the general difference in genetic background, considering that CATAS8-79 only contained one fourth descent of PR107.

It has long been believed that the efficiency of sucrose transportation and metabolism and rubber biosynthesis closely associates with the ability of latex regeneration between interval of successive tappings [7]. Amylase, a member of glycosyl hydrolases, is activated at weakly alkaline pH [34,35]. One of the effects of ethrel is to enhance carbohydrate metabolism by alkalizing cytosol of laticifer cells [36], which may be ascribed to the activation of amylase. Besides, ethrel treatment can greatly up-regulate the expression of SUT genes in rubber tree [37]. In the present study, several unigenes encoding beta-amylases and SUTs are found to be expressed at higher level in CATAS8-79 than that in PR107, suggesting a more efficiency of sucrose transportation and carbohydrate metabolism occurred in CATAS8-79 (Figure 6). 

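Reads were also summed over all unigenes called by the authors whose annotation names the same enzyme. For beta-amylase, 7 unigenes together had 1230 reads in CATAS8-79 and 564 in PR107, a log2 ratio of -1.11 (interval -1.26 to -0.97), with 5 unigenes higher in CATAS8-79 and 2 higher in PR107. A single unigene is annotated as sucrose transporter. The 4 sucrose synthase unigenes had 3859 and 1626 reads, a log2 ratio of -1.24, and the 4 pyruvate kinase unigenes had 1708 and 676, a log2 ratio of -1.33.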

IPP is biosynthesized though both MVA and MEP pathway and runs several enzymatic reactions to form the final high-molecular weight rubber molecule [7]. In present study, five unigenes encoding for HMGR and six unigenes encoding for HDR are detected with differently expression between two clones. 

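All 6 HDR unigenes were higher in CATAS8-79, with 1717 reads in CATAS8-79 and 486 in PR107 together, a log2 ratio of -1.81 (interval -1.96 to -1.66). The 5 HMGR unigenes went in both directions. Unigene29798 had 79 reads in CATAS8-79 and 4 in PR107. Unigene2975 and Unigene11873 had 53 and 55 reads in CATAS8-79 and 176 and 143 in PR107. The HMGR unigenes together had 314 reads in CATAS8-79 and 537 in PR107, a log2 ratio of 0.79 (interval 0.58 to 0.99). Related HMGR genes can share reads, so the split between these unigenes is uncertain.

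**Figure D2:**
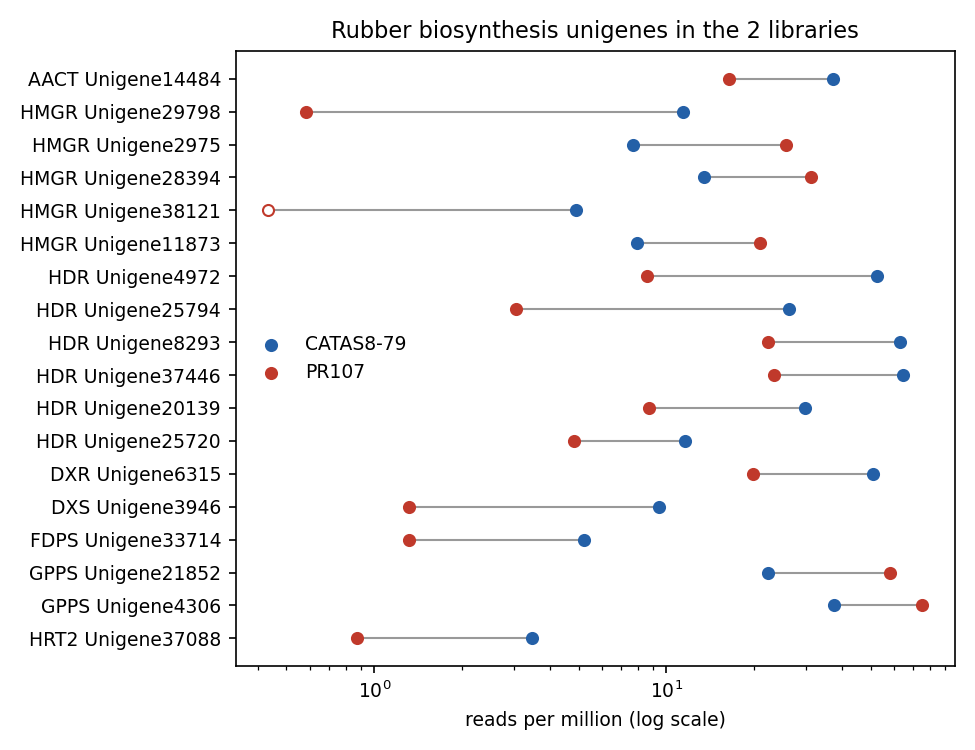
RPM (log scale) of the 18 rubber biosynthesis unigenes in CATAS8-79 (blue) and PR107 (red), 1 library each, joined by a line. An open point is below the floor of 3 reads and is drawn at the floor. All 6 HDR unigenes lie higher in CATAS8-79, and the HMGR unigenes go both ways.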

Further sequence analysis shows four HDR-like members (unigene 4972, 25794, 8293, 37446) are perfectly blasted to one *HbHDR* with a Genbank number EU881977 whereas five HMGR-like unigenes are matched to three *HbHMGR* genes (unigene11873, unigene29798 for *HbHMGR4*, unigene28394, unigene38121 for *HbHMGR1*, unigene2975 for *HbHMGR5*) respectively. Previous work shows that the transcripts of *HbHMGR1* are most abundant in latex [38]. The present study shows that HMGR1-like unigenes are significantly up-regulated in CATAS8-79 while *HbHDR* displays a similar pattern between the two clones, suggesting HMGR1 in MVA pathway is critical for providing IPP.

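Of the HMGR1-like unigenes, Unigene28394 had 93 reads in CATAS8-79 and 214 in PR107, a log2 ratio of 1.21 (interval 0.86 to 1.58, adjusted p = 2.4e-11, Fisher's exact test), opposite to Unigene38121. Summed, both had 127 reads in CATAS8-79 and 214 in PR107, a log2 ratio of 0.76 (interval 0.44 to 1.09). The median of their log2 ratios was -1.14, with Unigene38121 at its bound. The 4 HDR-like unigenes matched to HbHDR had 1431 and 393 reads, a log2 ratio of -1.85 (interval -2.02 to -1.69).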

Post-IPP processes include initiation and elongation of rubber macromolecules. FDPS family catalyzes the biosynthesis of farnesyl diphosphate (FDP). The FDP acts as the prime which is essential for initiating prenyl chain whereas HRT family is crucial for integrating IPP units into prenyl chain [39,40]. Two members of HRT family (HRT1 and HRT2) are reported in rubber tree [41]. *In vitro* analysis shows that only HRT2 has rubber transferase activity and may play a key role in extending prenyl chain [41]. In this study, unigenes related to HRT2 and FDPS are found to be expressed at higher level in CATAS8-79 than that in PR107, indicating that HRT2 and FDPS are crucial for enhancing rubber initiation and elongation. 

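Both differences rest on few reads. The RPM of Unigene33714 was 5.2 in CATAS8-79 and 1.31 in PR107, and that of Unigene37088 was 3.47 and 0.874. Under the edgeR exact test with an assumed biological coefficient of variation of 0.2, neither was called. From the higher level of both in CATAS8-79, the paper reasons that HRT2 and FDPS are crucial for rubber initiation and elongation. For HRT2 the paper also cites activity in vitro. It further reports qRT-PCR of Unigene37088 over successive tappings in another batch of trees, which was not analysed here.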

The higher expression level of HRT2 and FDPS like unigenes is in line with the higher rubber yield per tapping (Figure 1).

Jasmonate signaling plays a pivotal role in activating the secondary laticifer differentiation and activating the biosynthesis of secondary metabolites [42-45]. Although several members of COI1-JAZ-MCY module have been characterized in rubber tree and JA signaling is suggested to have an important role in regulating rubber biosynthesis in laticifer cells [46-48], the difference in the level of endogenous JAs in laticifer cells among *Hevea* germplasm remains largely unknown. 

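Summed over all unigenes with the annotation, lipoxygenase had 166 reads in CATAS8-79 and 93 in PR107, a log2 ratio of -0.82 (interval -1.21 to -0.45), and most of these reads come from Unigene24544. The sum pools different lipoxygenases. Unigene46229, the only member whose best Nr hit is named 13-lipoxygenase, went the other way, with 2 reads in CATAS8-79 and 41 in PR107. In the same pathway, the AOS unigene (17 and 119 reads) and the AOC unigene (0 and 16) were also higher in PR107. The 2 unigenes annotated as jasmonate O-methyltransferase in Swissprot had 111 and 0 reads. The best Nr hits of both are methyltransferases of salicylic acid. Of the 3 unigenes found by the search words for JAZ proteins, 2 were higher in CATAS8-79. The third was higher in PR107, and its best Nr hit is the TIFY protein PPD2, not a JAZ protein.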

The present study suggests that the level of endogenous JAs may be higher in the laticifer cells of CATAS 8-79 than that in the laticifer cells of PR107, considering that the expression of unigenes encoding enzymes such as LOX, OPDR, JMT is significantly up-regulated in CATAS8-79.

Ethrel, an ethylene releaser, is very effective in prolonging duration of latex flow [32]. One of the explanations for ethrel-induced prolongation of latex flow is its effect on maintaining the turgor pressure of laticifer and surrounding liber cells via its differential regulation on the aquaporins on the plasma membrane and tonoplast [49]. Considering that unigenes such as ACO, Ethylene overproduction protein and EIN3-binding F-box protein are up-regulated in CATAS8-79, the activity of ethylene biosynthesis and signal transduction in the laticifer cells of CATAS 8-79 may be higher than that of PR107. 

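The 4 ACO unigenes together had 293 reads in CATAS8-79 and 357 in PR107, a log2 ratio of 0.30 (interval 0.07 to 0.52), with 2 higher in each clone. This sum rests on Unigene45387, with 9 reads in CATAS8-79 and 198 in PR107, and the other 3 together had more reads in CATAS8-79. The 3 ethylene-overproduction protein unigenes had 539 and 281 reads, a log2 ratio of -0.93, and -0.42 when RPKM was summed in place of reads. The 3 EIN3-binding F-box unigenes called by the authors had 384 and 202 reads, a log2 ratio of -0.92 (interval -1.17 to -0.67). This sum leaves out Unigene17574, which the paper's text also counts as an EIN3-binding F-box protein and which the authors did not call. It had more reads than these 3 together, 846 in CATAS8-79 and 1004 in PR107, so the sum holds for the called unigenes only. The 10 ethylene response factor unigenes had 2057 and 4061 reads, a log2 ratio of 0.99.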

Besides, such factors as laticifer turgor, antioxidants, inclusions and debris of lutoid, and proteins in C-serum are suggested to influence the duration of latex flow [10-12]. After tapping, the bursting of lutoid particles leads to the release of hevein, chitinase, and glucanase. These protein inclusions are effective in rubber particle aggregation [5]. In the present study, it is the unigene encoding for glucanase other than the unigenes encoding for hevein and chitinase that is significantly up-regulated in PR107, suggesting that glucanase is more important in inducing rubber particle aggregation. 

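Of the unigenes annotated as glucanase, 8 were higher in PR107 and 8 in CATAS8-79. Their reads summed to 1859 in CATAS8-79 and 1552 in PR107, a log2 ratio of -0.25 (interval -0.35 to -0.15). The median of the log2 ratios of the members was -0.01, so the sum does not give a direction shared by the members. A single called unigene is annotated as chitinase, and its RPM was 14.5 in CATAS8-79 and 147 in PR107. No unigene called by the authors is annotated as hevein. The annotation used here covers only the unigenes called by the authors.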

The turgor pressure of laticifer in CATAS8-78 is significantly higher than that in PR107 [50]. 

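The 9 unigenes found by the search words for cellulose synthase had 413 reads in CATAS8-79 and 1215 in PR107, a log2 ratio of 1.57 (interval 1.41 to 1.73). Without the members that had 0 reads in one clone, the log2 ratio was 0.90. The 9 include cellulose synthase-like proteins, and the members with 0 reads in CATAS8-79 are all of that kind. Those annotated as cellulose synthase itself went both ways. Unigene41339 (1 read in CATAS8-79 and 67 in PR107) and Unigene6693 (81 and 168) were higher in PR107. Unigene27982 (100 and 42) was among those higher in CATAS8-79. The 3 unigenes annotated as 4-coumarate-coa ligase had 0 and 196 reads. They share a best Nr hit, so they may be pieces of one gene. The best Swissprot hit of Unigene45298 and Unigene46658 is a 4-coumarate-CoA ligase-like protein.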

In the present study, the unigenes enconding for enzymes (HbCS; Hb4CL) of cellulose and lignin biosynthesis are highly activated in RP107. This suggests that difference in turgor pressure may primarily associate with the difference in lignin content of laticifer cell wall between the two clones.

## Conclusions

Taken together, comparative transcriptome analysis reveals new cues at molecular level for the difference in duration of latex flow and latex regeneration between rubber tree clone CATAS8-79 and PR107 (Figure 8). Up-regulated expression of unigenes *HbLOX* and *HbOPDR* in the pathway of JA biosynthesis, *HbSUT, HbBAM* and *HbPK* mediating carbohydrate metabolism, *HbHMGR1* in MVA parthway and *HbHR*T*2* directly in rubber biosynthesis is important for enhanced latex regeneration. It may be essential for prolonging duration of latex flow that up-regulated expression of unigenes *HbACO* mediating ethylene biosynthesis, *HbAPX* and *HbSOD* for antagonizing reactive oxygen species, but down-regulated expression of unigenes *Hb4CL* and *HbCCR* in the pathway of lignin biosynthesis and *HbGluc* for rubber particle aggregation.

**Figure 8:**
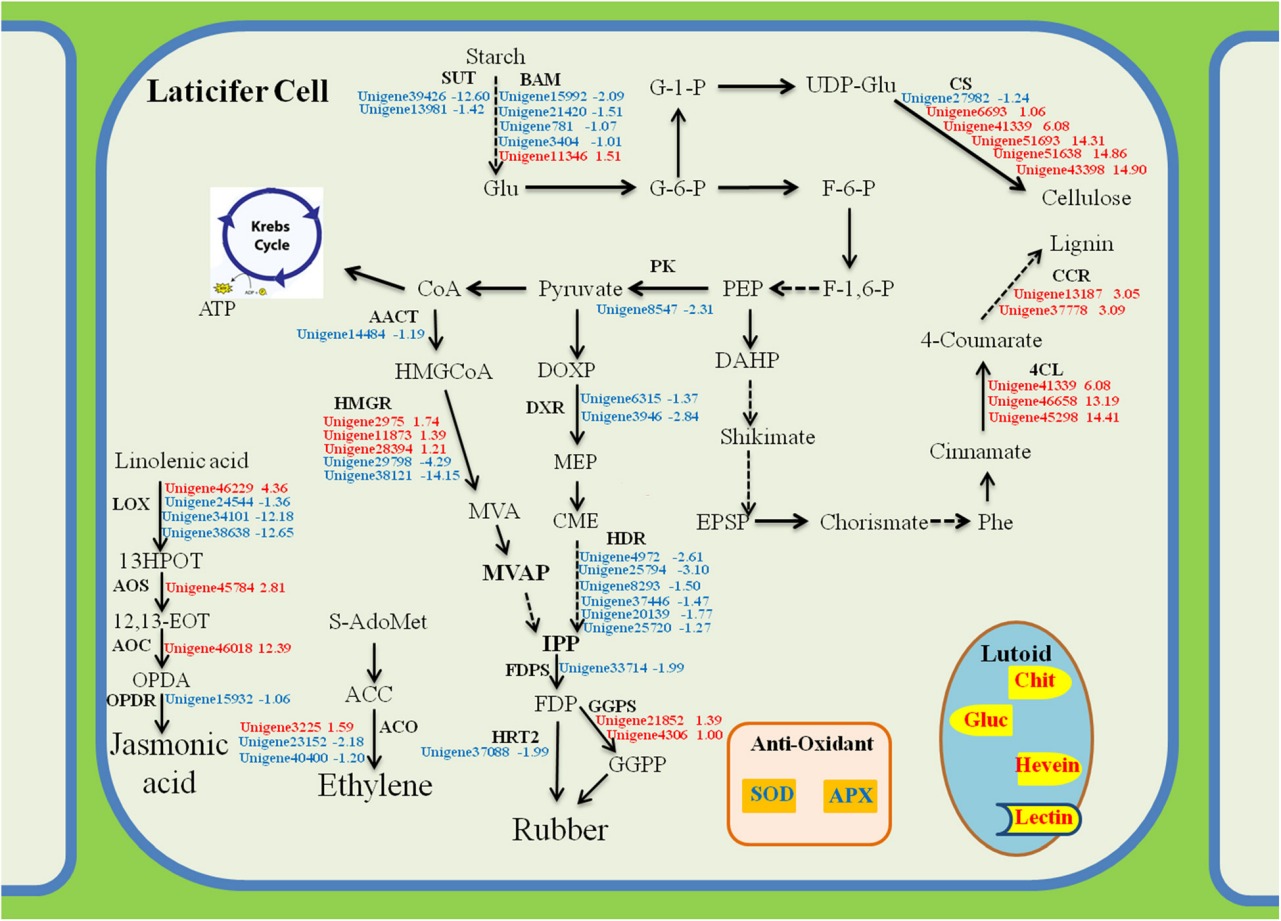
Schematic representation of differentially expressed unigenes related to latex regeneration and duration of latex flow in laticifer cell. Red colors showed unigenes up-regulated in PR107 while down-regulated in CATAS8-79. Blue colors showed unigenes up-regulated in CATAS8-79 while down-regulated in PR107. Numbers represented Log2 values in DGE data. The dashed arrows indicated multiple steps of enzymatic reactions.

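The log2 values in the authors' deposited table are ratios of RPKM. Where one clone had 0 reads, the deposited ratio is the one given by an RPKM of 0.001 in place of 0. For Unigene38121 this gave the deposited value of -14.15, while its 34 reads in CATAS8-79 and 0 in PR107 bound the log2 ratio at -3.49 against the floor of 3 reads.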

## Methods

### Plant materials

Seven-year-old virgin trees of rubber tree clone CATAS8-79 and PR107 were grown at the Experimental Station of the Rubber Research Institute of the Chinese Academy of Tropical Agricultural Sciences in Danzhou city, Hainan province, P.R. China. The virgin trees with same circumference were seleced in this study. For RNA-Seq, latex from five individual trees by the first tapping was pooled for each clone. The samples were immediately stored at -80°C until RNA extraction. For real time-PCR and determination of physiological parameters, latex was individually collected from another batch of five trees for each clone upon the first, second, third and forth tapping, respectively. All the selected virgin trees were tapped with a tapping system of S/2, d/2 (a half spiral pattern, every two days) at 6:00 am in August, 2013.

### Rubber content determination

To determine rubber content of latex, 100μl of acetic acid were dropped into 1g of fresh latex to obtain rubber coagula. The sample rubber coagula were washed in water for 2 h, then dried overnight at 55°C and weighted. The experiments were repeated three times.

### RNA isolation and sequencing

Total latex RNA was extracted as described [7] and RNA integrity was evaluated by NanoDrop (Thermo Scientific Inc., USA). The double strand cDNA was synthesized using SuperScript® Double-Stranded cDNA Synthesis Kit (Invitrogen Inc., USA), and purified and added single nucleotide A (adenine) to the end with QiaQuick PCR extraction kit. Finally, sequencing adaptors were ligated to the cDNA fragments. The required fragments were purified by 2% agarose gel electrophoresis and enriched by PCR amplification. The library products were sequenced via Illumina HiSeq™ 2000 by Beijing Genomics Institute (Shenzhen, China). The original image datasets was transferred into sequence datasets by base calling. Clean reads were obtained by removing adaptor sequence, low quality sequences, empty tags, low complexity, and tags with only one copy.

### Transcriptome de nove assembly, annotation and classification

Transcriptome *de novo* assembly was carried out using a *de* Bruijn graph and the SOAPdenovo as previously described [26]. Under a certain overlap length (k-mer = 29), SOAPdenovo combined overlapping reads into contigs. Adjacent contigs were constructed into scaffolds by read mate pairs. Within the scaffold, the connected contigs used ‘N’ to represent unknown sequences and insert size information. Finally, paired-end information was used to fill the gap of scaffolds to obtain the extended sequences with fewer Ns, which were defined as unigenes for further analysis.

All unigenes were used for BLAST searches (E-value < 1E-5) against databases as NCBI Nr (http://www.ncbi.nlm.nih.gov/), Swissprot (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/) and COG (http://www.ncbi.nlm.nih.gov/cog/). The best aligning results were chosen for unigene annotation. The aligning results were selected with an order of Nr, Swiss-Prot, KEGG and COG.

To classify the unigenes, the Blast2GO program was used to get GO annotation based on molecular function, biological process and cellular component. All unigenes were also aligned to the COG database to predict possible functions and KEGG pathway database to perform pathway assignments.

### Digital gene expression analysis

A rigorous algorithm was developed to identify differentially expressed genes between two different DGE libraries (CATAS8-79 versus PR107). Raw clean tags in each library were normalized to Tags Per Million (TPM) to obtain normalized gene expression level. Differential digital gene expression was deemed with FDR value ≤0.001 and |log2 Ratio| ≥ 1 in sequence counts across libraries. “Up-regulated” means the level of gene transcripts were higher in PR107 whereas “down-regulated” means the level of gene transcripts were higher in CATAS8-79.

### Quantitative PCR analysis

Approximately 1 μg of RNA was used for reverse transcription based on the introduction of RevertAid™ First Strand cDNA Synthesis Kit (Thermo Scientific Inc., USA). qPCR was performed on the CFX96 System (Bio-Rad Laboratories Inc., USA) with SYBR PrimeScript RT-PCR Kit (TaKaRa Biotechnology, Japan). Nine housekeeping genes (*Hb18s, HbActin, HbELF1A, HbRH2B, HbRH8, HbYLS8, HbUBC2A, HbUBC2B, HbUBC4*) were selected to evaluate the stability by the software package NormFinder (version 0.953, http://www.mdl.dk/publicationsnormfinder.htm) [51]. *HbUBC2B* and *HbUBC4* were suitable for reference genes in the present study due to its stability in latex samples upon tapping (Additional file 3: Figure S2). Expression values were normalized for differences in cDNA input using parallel reactions employing primers designed against a reference gene *HbUBC2B* (HQ323247). All primer pairs used in this article were list in as an Additional file 4: Table S2.

### Statistical analyses

The statistical analyses were ANOVAs carried out on raw data. A *t* test (Student’s *t* test) was carried out for the significance analysis. *** indicates very significantly difference (p < 0.01).

### Availability of supporting data

The authors confirm that all data underlying the findings are fully available without restriction. Data are available at the following URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59981.

## Additional files

Additional file 1: Table S1. Statistics of DGE sequencing from CATAS8-79 and PR107 libraries. Additional file 2: Figure S1. Species distribution of unigenes with matches in Nr (A) and Swissport (B) databases. The species distribution is shown as a total homologous sequences in the NCBI Nr (A) and Swissport (B) databases with an E-value < 10 − 5. Additional file 3: Figure S2. Average expression stability values of the candidate reference genes evaluated by NormFinder. The least stable genes are on the left, and the two most stable genes are on the right. Additional file 4: Table S2. Primers used in this paper.

## Abbreviations

4CL: 4-coumarate-coa ligase
ACO: 1-aminocyclopropane-1-carboxylate oxidase
AOS: Allene oxide synthase
AOC: Allene oxide cycalse
BAM: Beta-amylase
CCR: Cinnamoyl-CoA reductase
Chit: Chitinase
COG: Clusters of Orthologous Group
CS: Cellulose synthase
DXR: 1-deoxy-D-xylulose 5-phosphate reductoisomerase
DGE: Digital gene expression
FDPS: Farnesyl diphosphate synthase
Gluc: Glucanase
GO: Gene Ontology
GPPS: Geranyl-diphosphate synthase
GS: Glutamate synthase
HDR: 4-hydroxy-3-methylbut-2-enyl diphosphate reductase
HMGR: Hydroxymethylglutaryl-CoA reductase
HRT: Hevea rubber transferase
IPP: Isopentenyl diphosphate
JA: Jasmonic acid
JMT: Jasmonate O-methyltransferase
KEGG: Kyoto Encyclopedia of Genes and Genomes
LOX: Lipoxygenase
MEP: 2-C-methyl-D-erythritol 4-phosphate
MVA: Mevalonate
OPDR: 12-oxophytodienoate reductase
PK: Pyruvate kinase
APX: L-ascorbate peroxidase
qRT-PCR: Quantitative reverse transcription-PCR
RPA: Rubber particle aggregation
SNP: Single nucleotide polymorphism
SOD: Superoxide dismutase
SUT: Sucrose transporter

# Supplementary material for: Comparative transcriptome analysis of latex from rubber tree clone CATAS8-79 and PR107 reveals new cues for the regulation of latex regeneration and duration of latex flow
**Source:** BMC Plant Biol. 2015 Apr 18;15:104. doi: 10.1186/s12870-015-0488-3
**Supplement:** Additional file 1: Table S1. — Statistics of DGE sequencing from CATAS8-79 and PR107 libraries.

**Additional file 1**

**Table S1. Statistics of DGE sequencing for CATAS8-79 and PR107 libraries**

| Sample | Number  /percent | 100-500nt | 500-1000nt | 1000-1500nt | 1500-2000nt | >2000nt | N50 | Mean (bp) | No. | Length(bp) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **CATAS8-79 Contig** | number | 296,736 | 10,351 | 1,649 | 531 | 261 | 133 | 142 | 305,004 | 43,311,050 |
|  | percent | 95.87% | 3.34% | 0.53% | 0.17% | 0.08% |  |  |  |  |
| **PR107 Contig** | number | 308,262 | 9,932 | 1,396 | 360 | 129 | 124 | 137 | 315,643 | 43,387,443 |
|  | percent | 96.31% | 3.10% | 0.44% | 0.11% | 0.04% |  |  |  |  |
| **CATAS8-79 Unigene** | number | 41,457 | 8,474 | 2,224 | 824 | 592 | 509 | 421 | 53,571 | 22,572,807 |
|  | percent | 77.39% | 15.82% | 4.15% | 1.54% | 1.11% |  |  |  |  |
| **PR107**  **Unigene** | number | 46,999 | 8,243 | 1,744 | 539 | 281 | 427 | 375 | 57,806 | 21,689,990 |
|  | percent | 81.30% | 14.26% | 3.02% | 0.93% | 0.49% |  |  |  |  |
| **All**  **Unigene** | number | 35,195 | 11,019 | 3,323 | 1,277 | 1,015 | 640 | 526 | 51,829 | 27,237,155 |
|  | percent | 67.91% | 21.26% | 6.41% | 2.46% | 1.96% |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |

# Supplementary material for: Comparative transcriptome analysis of latex from rubber tree clone CATAS8-79 and PR107 reveals new cues for the regulation of latex regeneration and duration of latex flow
**Source:** BMC Plant Biol. 2015 Apr 18;15:104. doi: 10.1186/s12870-015-0488-3
**Supplement:** Additional file 4: Table S2. — Primers used in this paper.

**Additional file 4**

**Table S2.** Primers used in this paper.

| **Unigene ID** | **Primer sequence** | **Annotation** |
| --- | --- | --- |
| **Unigene51625** | Forward: CATCTTCGTTTGGTGGTA  Reverse: CAACCCAACGCTCAAGTA | Protein BRASSINOSTEROID INSENSITIVE 1 |
| **Unigene51638** | Forward: GGCCACTTCTAAGGTAT  Reverse: TGCTAGTTGCAGCTATG | Cellulose synthase-like protein |
| **Unigene40609** | Forward: TTCCAGGGTCTCAATCAC  Reverse: AACCCATCCATAGCATCA | Auxin-responsive protein |
| **Unigene39426** | Forward: GGAGGGCTTACCACATT  Reverse: CTTCTCGGCCAACTTTT | Sucrose transporter |
| **Unigene38121** | Forward: GCCAGCGGCTAAGAAGAA  Reverse: ACCTCCGGGAATCCCATC | Hydroxymethylglutaryl-CoA reductase 1 |
| **Unigene25794** | Forward: CTTCGCGTCAAGTTATGT  Reverse: AACTCTGCCGCGTCTCC | 4-hydroxy-3-methylbut-2-enyl diphosphate reductase |
| **Unigene40284** | Forward: TCGGTCAAACACCTTACT  Reverse: CTCACCTTCCTCGCACAG | Jasmonate O-methyltransferase |
| **Unigene13187** | Forward: TCCTTCTGCGGGTCCTT  Reverse: TCCACCTCCTCCCTTCC | Cinnamoyl-CoA reductase |
| **Unigene38638** | Forward: TCTCCATGCAGCAATCA  Reverse: GGGAAATGCCAACAACA | Lipoxygenase |
| **Unigene12141** | Forward: GCACCACAGTAATCAGG  Reverse: TTGGCTTTCACAGTTTC | Chitinase |
| **Unigene37703** | Forward: GCTAGCTCAGATATGGTTGACTTCC  Reverse: TGATGATTCTTCACCCGTCAGCGTA | Hev b 7 |
| **Unigene34513** | Forward: AAGCCATAGTCATACCCA  Reverse: GACCAAATAGCGTCTGCA | Probable serine/threonine-protein kinase |
| **Unigene45298** | Forward: CCAGGCAACTAAGCAGA  Reverse: CAGGGTGAGAAACAAGC | 4-coumarate--CoA ligase |
| **Unigene49104** | Forward: AATCTGAAGAAACGGCTAT  Reverse: GTCCCGTGAATCCAATA | Beta-1,3-glucanase |
| **Unigene19894** | Forward: GGCTATCCTGGTCCTCA  Reverse: CCACCTGATACTCCCACT | Glutamine synthetase |
| **Unigene21420** | Forward: ACAGTGTAGAAATGCGAGGTT  Reverse: GCAGGATTCGGGAGAAA | Beta-amylase 2 |
| **Unigene39426** | Forward: GGAGGGCTTACCACATT  Reverse: CTTCTCGGCCAACTTTT | Sugar transporter |
| **Unigene51560** | Forward: CACGAGTCTTTGCCTGAG  Reverse: GGTCTTGAACTTCGCTTT | Disease resistance response protein |
| **Unigene23152** | Forward: ATCATCGAGCATAAACTG  Reverse: AAGCGTAGATCATAGAGTGT | 1-aminocyclopropane-1-carboxylate oxidase |
| **Unigene33714** | Forward: AGCCTATTTTCTTGTCC  Reverse: ATAGTATGCCTTCCCTC | Farnesyl pyrophosphate synthase |
| **Unigene3946** | Forward: CATTGTTGTTCTTCCCTAG  Reverse: TCAGGCATACCCACATA | 1-deoxy-D-xylulose 5-phosphate synthase |
| **Unigene37088** | Forward:TTTCTGTTCCTAGCTCATCCTGCCT  Reverse:TGCATGTCGGAATTTGCTACAATAC | Hevea rubber transferase 2 |
| **Unigene18915** | Forward: ATTGCTGATCCCGTCTT  Reverse: GTCGGCACCATCCTCTA | L-ascorbate peroxidase 2 |
| **Hb18S** | Forward: GCTCGAAGACGATCAGATACC  Reverse: TTCAGCCTTGCGACCATAC |  |
| **HbActin** | Forward: GATTCCGTTGCCCAGAAGTC  Reverse: CACCACTCAGCACAATGTTACC |  |
| **HbELF1A** | Forward: GCGTGACTATCAGGACGACAA  Reverse: CAAGACCTCCAGCAATACCCT |  |
| **HbRH2B** | Forward: CGACCAAGTTTTCATTTCGGGTG  Reverse: AGTCTCTTCTTTGCTGGGGTTG |  |
| **HbRH8** | Forward: TCACAGGGTTGGTAGATCAG  Reverse: CCAAGCTCTTGCTCAATCC |  |
| **HbYLS8** | Forward: CCTCGTCGTCATCCGATTC  Reverse: CAGGCACCTCAGTGATGTC |  |
| **HbUBC2A** | Forward: CATTTATGCGGATGGAAGCA  Reverse: CAGGGGAGTTTGGATTTGGA |  |
| **HbUBC2B** | Forward: CGACCAAGTTTTCATTTCGGGTG  Reverse: AGTCTCTTCTTTGCTGGGGTTG |  |
| **HbUBC4** | Forward: TCCTTATGAGGGCGGAGTC  Reverse: CAAGAACCGCACTTGAGGAG |  |

How the deposited data were processed for this re-analysis (not part of the article)

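Latex of 5 trees per clone was pooled at tapping 1 and sequenced as 1 library for CATAS8-79 and 1 for PR107. The authors assembled the reads de novo with SOAPdenovo, placed the reads on the unigenes, and deposited raw read counts per unigene. The authors also deposited RPKM, which equals the count scaled by unigene length and library total to within 5e-05, although the methods name the unit TPM. The deposited log2 ratio is the authors' ratio of RPKM, PR107 over CATAS8-79, with 0.001 in place of an RPKM of 0. The authors' p-value and FDR come from a test that the paper's text does not name: its methods speak of an algorithm for 2 libraries, and its statistics section names ANOVA and Student's test without tying them to the read counts. A second table repeats these columns for the unigenes the authors called and adds the text of the best Nr and Swissprot hits. Unigene lengths are in bp.

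The counts summed to 6919776 in CATAS8-79 and 6867351 in PR107. The 10 unigenes with the most reads took 0.715% of the reads of CATAS8-79 and 0.71% of those of PR107. A count of 3 or fewer was treated as a floor, and Clopper-Pearson intervals at 95% cover counting error only. PCR copies were not removed by molecular identifiers, so reads are not independent molecules.

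Each unigene was tested by a two-sided Fisher's exact test on its counts against the library totals, with Benjamini-Hochberg adjustment over 51192 unigenes, and called at FDR ≤ 0.001 and |log2 Ratio| ≥ 1. With 1 library per clone, the quasi-likelihood test of edgeR could not be fitted, no replicate was left out, and no samples could be regrouped. A unigene with 0 reads in one clone passes the fold threshold. The unigenes named were fixed before the data were examined: every unigene the paper names in its text, in Figures 2B, 4A, 5, 6 and 8 or in Table S2, the 3 called unigenes with the largest change in each direction, and the 3 with the most reads in each clone. Unigene25304, Unigene29870, Unigene36788 and Unigene45387 were named after the data were examined, to describe the members of an annotation family. The 9 lists of the paper were set beside 10000 random lists of called unigenes, matched on mean expression in 10 groups, and, chosen after seeing the data, on the range of unigene numbers as well. Annotation families were the 39 sets of search words written before the data were examined, and 35 of them had a member among the unigenes called by the authors, for which alone the best hits are given. The sums over the HMGR1-like unigenes and over the 4 HDR-like unigenes follow the paper's own grouping and were added after the data were examined.

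The alternatives were TMM (edgeR) and median-ratio (DESeq2) scaling, the Audic-Claverie test, the exact test of edgeR with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, filters on reads and length, a floor on the counts, a stricter fold threshold, and other ways to sum a family. The test was tested on simulated data drawn with Poisson noise from the real counts of 51192 unigenes. Of these, 200 with at least 50 expected reads before the change were changed up or down in PR107. At a 3-fold change 186 were recovered and at a 6-fold change 199, with 0 unchanged unigenes called. No spread between libraries was added there, so the 0 does not cover such a spread. With counts drawn at a biological coefficient of variation of 0.2 and the same value assumed in the test, the edgeR exact test recovered 197 of 200 unigenes changed 8-fold, again with at least 50 expected reads, and called 2 unchanged ones. Recovery of changed unigenes with fewer expected reads before the change was not simulated.

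The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. A table of 50196 RefSeq genes of H. brasiliensis was searched for the unigene identifiers and 0 matched, so gene names come from the deposited best hits and from the paper. The qRT-PCR, latex yield, COG and KEGG results were not analysed here.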

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

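The tests on opposite partners and on the number of cell division unigenes higher in PR107 were set before their results were seen, and the other tests in this part were chosen after the result was seen. Each result is a signal in unigenes the paper does not discuss, above what 3 reads allow.

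The largest changes toward PR107 were in Unigene37814 (5 reads in CATAS8-79 and 2580 in PR107), Unigene39888 (10 and 2686) and Unigene25810 (3 and 1103). Unigene37814 and Unigene39888 share a best Nr hit, a hemopexin domain protein, and Unigene25810 has none. The largest changes toward CATAS8-79 were in Unigene40404 (491 and 0, annotated as a glucosyltransferase), Unigene39652 (465 and 0) and Unigene39137 (452 and 0, annotated as a protein kinase). Among the unigenes with the most reads, Unigene15324 (6338 and 201, annotated as a thaumatin) and Unigene24 (5747 and 1216) were higher in CATAS8-79, and Unigene20220 (1057 and 9681, annotated as a pore-forming toxin-like protein) and Unigene28635 (1007 and 5254) were higher in PR107. A difference in library totals is too small for these changes, as the totals were 6.92 and 6.87 in units of 1000000 reads. Separate assembly of variants of one gene in each clone was looked at for the 760 calls with 3 or fewer reads in one clone and a best Nr hit. Of these, 12.4% had an opposite partner with the same best Nr hit, against a mean of 20.5% with shuffled directions. Pieces of one gene can share a best hit and a direction, which lowers that share. The test therefore cannot decide, and separate assembly stays open. The clones differ in descent and each pool is 1 library, so a clone difference and a difference between these pools stay open, and the first was not tested.

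The 16 unigenes found by the search word for histones had 1027 reads in CATAS8-79 and 2526 in PR107, with 14 called higher in PR107 and 1 higher in CATAS8-79. The last, Unigene29870, has a bromodomain protein as its best Nr hit, and Unigene36788, among the 14, has a MYB transcription factor. Unigenes assembled from one clone only are not the whole cause, as 7 of the calls higher in PR107 and the 1 higher in CATAS8-79 lie among the unigenes numbered from 1 to 29886, of which 3 have 0 reads in CATAS8-79 and 13 have 0 in PR107. Normalization by total reads is argued against too, as 13 of these unigenes were called higher in PR107 under TMM and 13 under DESeq2. More leaf or bark cells in the PR107 latex was set against 17 unigenes found by search words for photosynthesis, with 15336 reads in CATAS8-79 and 8017 in PR107, a log2 ratio of -0.92 (interval -0.96 to -0.89). Of these, 8 were higher in PR107 and 9 in CATAS8-79. Best hits are given only for unigenes called by the authors, so the change itself chose these 17, and the members go both ways, so that this explanation and a difference between the clones cannot be told apart. A difference in the share of dividing cells between the pools was set against 63 called unigenes found by 10 search words for cell division. Of these, 33 were higher in PR107 and 30 in CATAS8-79, and 26.3% of 10000 random lists had fewer higher in PR107. The members go both ways and some of the words, such as tubulin, also name genes used outside division, so this explanation and a difference between the clones cannot be told apart. The summed reads of the 63 unigenes, looked at after that result was seen, had a log2 ratio of -0.52 (interval -0.56 to -0.48). A difference between the clones stays open, as does a difference between the 2 pools.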

How the results depend on the processing

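No paired analysis was possible because each clone has 1 library. For the same reason no replicate was left out. Summing reads over the same best hit was not run, since best hits are given only for the unigenes called by the authors.

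The number of called unigenes was 6577. It was 6558 under TMM, 6579 under DESeq2, 6511 under the Audic-Claverie test, 6722 with at least 10 reads and 5363 with more than 3 reads in each clone. With an assumed biological coefficient of variation of 0.1, 0.2 and 0.4 it was 4888, 1515 and 190, and all of these were called in the same direction by Fisher's exact test. At 0.2, 796 were higher in PR107 and 719 in CATAS8-79, and at 0.4 the numbers were 101 and 89. With unigenes of at least 500 bp, 2785 were called, 1488 higher in PR107 and 1297 in CATAS8-79, as fewer unigenes were tested. At an absolute log2 ratio of at least 2, 2775 were called, 1570 and 1205.

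Of the 93 listed unigenes, 89 were called. This fell to 23 and 5 at a coefficient of 0.2 and 0.4, to 49 at 500 bp and to 41 at a log2 ratio of 2. The lists moved as follows, and beyond the smaller number of unigenes tested the cause was not tested. Of the 6 unigenes of Fig. 2B higher in PR107, 2 were left at 0.4 and 1 with more than 3 reads in each clone. The glucanase and chitinase unigenes higher in PR107 went from 6 to 3 at 0.2, 0 at 0.4, 3 with more than 3 reads in each clone and 3 at 500 bp. Glutamine metabolism went from 9 to 5 at 0.1, 1 at 0.2, 0 at 0.4, 5 at 500 bp and 4 at a log2 ratio of 2. Carbohydrate metabolism, higher in CATAS8-79, went from 11 to 0 at 0.2, 0 at 0.4, 4 at 500 bp and 2 at a log2 ratio of 2. Rubber biosynthesis went from 12 to 5 at 0.2, 0 at 0.4, 5 at 500 bp and 5 at a log2 ratio of 2. JA metabolism went from 6 to 2 at 0.2, 1 at 0.4, 2 with more than 3 reads in each clone and 3 at 500 bp. ETH metabolism, higher in PR107, went from 9 to 5 at 0.1, 1 at 0.2, 0 at 0.4, 4 at 500 bp and 3 at a log2 ratio of 2. Cellulose and lignin went from 9 to 4 at 0.4 and 3 with more than 3 reads in each clone. The antioxidants went from 2 to 0 at 0.2, 0 at 0.4 and 1 at a log2 ratio of 2.

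For the 110 named unigenes no alternative reversed a direction, and 203 values were weaker and 13 stronger. The alternatives use the same counts, and TMM and DESeq2 shift the log2 ratio by only -0.046 and -0.029. A reversal was therefore hardly possible, and the directions were not tested by it. For the annotation families 27 values moved beyond their interval. For the HMGR1-like unigenes the direction reversed: the summed reads gave 0.76 and the median of the members -1.14, since Unigene38121 and Unigene28394 go opposite ways. Matching the random lists on the range of unigene numbers as well, which was chosen after seeing the data, raised the share with as few unigenes higher in CATAS8-79 from 2.02% to 12.7% for cellulose and lignin and from 3.54% to 14.4% for glutamine metabolism. Depth limits the unigenes with few reads: 1247 calls rest on 3 or fewer reads in one clone and have only a bound.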

Differences from the paper's values

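Of 71 log2 values read by eye from Figs. 2B, 4B, 5 and 8, 3 were counted as differing. A bound in the same direction was not counted. Unigene38121, at about -14 in the paper, is bounded at -3.49 here and has a deposited ratio of -14.15. Smaller gaps were not counted either, such as about 2.3 against 1.97 for Unigene19894 in Fig. 4B. For Unigene51560, labelled LOX in Fig. 5, the paper's value is about -13, read by eye, and the reads (2 in CATAS8-79 and 206 in PR107) give at least 6.11 in the other direction. Its best Nr hit is a dirigent-like protein. The paper's text names Unigene38638 as the LOX of Fig. 5, and the deposited log2 ratio of Unigene38638 is -12.65, near the value read. For Unigene15723 the paper's value in Fig. 5 is about -3.5, read by eye, and the value here was -1.11. For Unigene6315 the paper's value in Fig. 2B is about -3.1, read by eye, and the value here was -1.37, while the paper's value in Fig. 8 is about -1.4, read by eye. None of the alternatives set before the data were examined closed these gaps.

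The paper's number of clean reads per pool is 26 in units of 1000000 reads, and the reads counted on unigenes here were 6.92 in CATAS8-79 and 6.87 in PR107. These are different quantities, and none of the alternatives set before the data were examined bears on them.

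The paper's counts are 3018 unigenes higher in PR107 and 3708 higher in CATAS8-79. Here 3657 and 2920 were found, so that the larger number is higher in PR107. The authors' deposited table has 3709 higher in PR107 and 3017 higher in CATAS8-79. PR107 had the larger number under each of the 11 alternatives that were run.

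The paper's text gives a mean length of 640 bp and an N50 of 526 bp, while its Table S1 gives them the other way round, and the lengths here gave a mean of 528 bp and an N50 of 644 bp.

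The paper counts HRT2 (Unigene37088) among the unigenes higher in CATAS8-79. It was not called here under any setting that was run, and its FDR in the authors' deposited table is 0.00344. The paper's qRT-PCR over successive tappings, not analysed here, also has Unigene37088 higher in CATAS8-79. Further unigenes the paper counts, Unigene38638, Unigene20082 and Unigene39286, were not called by Fisher's exact test but were called under TMM, DESeq2, the Audic-Claverie test and the filter of at least 10 reads, and Unigene20082 also with more than 3 reads in each clone. Unigene17574, which the text counts as higher in CATAS8-79, had a log2 ratio of 0.26. Unigene16574, labelled EBF in Fig. 6, had a log2 ratio of -1.33 and was called higher in CATAS8-79. Whether the number in the text is a misprint for Unigene16574 cannot be told.

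The paper describes HMGR1-like unigenes as higher in CATAS8-79. Unigene28394 was higher in PR107 here (1.21), as the number in Fig. 8 has it, while Fig. 6 colours it the other way. The paper's discussion gives HbHDR a similar pattern in both clones and does not name the data meant. Its results count the HDR unigene Unigene25794 as higher in CATAS8-79. The summed log2 ratio of the matched unigenes, -1.85, has that direction. The paper sets glucanase apart from chitinase as higher in PR107, and the chitinase unigene had a log2 ratio of 3.35. Fig. 3 shows photosystem unigenes as mostly higher in PR107, and of the 17 unigenes found by search words 8 were.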

Other observations

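Except for the test on opposite partners, the tests in this part were chosen after the result was seen.

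The direction of the calls went with the unigene number. The ranges were set after the values were seen, by the lowest number not listed and by the number that best parts unigenes with 0 reads in PR107 from those with 0 reads in CATAS8-79. In the range from 1 to 29886, 53.1% of 3637 calls were higher in PR107. From 29888 to 40429, 20% of 1313 calls were, and 1723 unigenes had 0 reads in PR107 against 52 with 0 in CATAS8-79. From 40430 to 51829, 90% of 1627 calls were, and 1659 unigenes had 0 reads in CATAS8-79 against 141 in PR107. A difference in total reads between the libraries would move each range alike, and 20% against 90% argues against it. A candidate explanation is that unigenes of the later ranges were assembled where the other clone had few reads. Above 500 reads the median log2 ratio was 0.24 in the second range and -0.27 in the third, against -1.57 and 1.51 at 20 reads or fewer. Among calls with more than 200 reads, 56.6% of 258 in the second range and 57.9% of 197 in the third were higher in PR107, against 50.6% in the first. The opposite medians at 20 reads or fewer follow in part from how the ranges were set, by unigenes with 0 reads in one clone. Both tests go with that explanation only in that the split by direction was not seen at many reads. Variants of one gene assembled separately in each clone would give opposite partners, and 12.4% of the 760 calls with 3 or fewer reads in one clone and a best Nr hit had one, fewer than in any of 1000 shuffles (16.7% to 24.2%). The shuffles treat unigenes as independent. Pieces of one gene can share a best hit and a direction, as the 4 unigenes matched to HbHDR do. That lowers the share whether or not there are variants, so the test cannot decide. The other 487 calls with 3 or fewer reads in one clone have no best Nr hit given and were not tested. Of the unigenes the paper names, 26 were called with 3 or fewer reads in one clone, 8 of them in the second range, 18 in the third and 0 in the first. Which clone each unigene was assembled from was not analysed here, and a clone difference in these unigenes stays open.

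In all, 6577 unigenes passed the thresholds. Counting noise alone is argued against, as 0 calls were made in simulated libraries with no difference and Poisson noise. With a spread added, such libraries gave 9 calls at a biological coefficient of variation of 0.1, 635 at 0.2, 3289 at 0.3 and 6918 at 0.4. In the first range of numbers, the spread of log2 ratios above 500 reads was 0.57, which corresponds to 0.28 if no unigene differs. A spread between libraries or trees with no clone difference and a difference between the clones cannot be told apart, since each clone has 1 library.

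Of the families not named at a claim, the unigenes found by the search words for ribosomal proteins had 7194 reads in CATAS8-79 and 10051 in PR107 (log2 ratio 0.49), with 33 unigenes higher in PR107 and 14 in CATAS8-79. Those found by the words for mobile elements had 2780 and 4363 reads (0.66). The unigene annotated as small rubber particle protein or rubber elongation factor had 51 and 274 reads (2.44). Unigene25304, annotated as Cu/Zn superoxide dismutase, had 428 and 93 reads (-2.19). Over all families, 10 were at least 2-fold higher in PR107 and 14 in CATAS8-79. Members are only unigenes called by the authors at an absolute log2 ratio of at least 1. A family whose members share a direction is therefore at least 2-fold by this choice, and the counts do not describe whole gene families. Unigene37703 (Hev b 7, Table S2) had 397 and 422 reads and was not called, and Unigene34513 had 132 reads in CATAS8-79 and 0 in PR107. Unigene10347, among the unigenes with the most reads in both clones, had 5974 and 5346 and was not called.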
